# Dietary supplementation with *Bacillus subtilis* KC1 alleviates the negative effects of *Mycoplasma gallisepticum* on growth performance and amino acid metabolism of broiler chickens

**DOI:** 10.3389/fvets.2024.1477575

**Published:** 2024-10-23

**Authors:** Xueping Chen, Jiayao Cui, Yuanyuan Wang, Keguang Han, Nairui Huo, Jian Wang

**Keywords:** *Bacillus subtilis*, *Mycoplasma gallisepticum*, amino acid, metabolomics, transcriptomics

## Abstract

The aim of this study was to explore whether and how *Bacillus subtilis* KC1 can enhance the growth performance of *Mycoplasma gallisepticum* (MG)-infected broilers. Broilers were randomly divided into 4 groups: the control group (basal diet), the MG group (basal diet + MG challenge), the KC group (basal diet + *B. subtilis* KC1 supplementation), the KC + MG group (basal diet + *B. subtilis* KC1 supplementation + MG challenge). The results showed that, compared to the control group, MG group exhibited significantly reduced body weight and average daily gain, and increased feed conversion ratio of broilers. However, compared to the MG group, the *B. subtilis* KC1 + MG group exhibited significantly improved above indicators of growth performance. In addition, compared to the MG group, *B. subtilis* KC1 + MG group exhibited increased superoxide dismutase levels and reduced levels of malondialdehyde, interleukin-1β, and tumor necrosis factor-*α* of broilers. Furthermore, metabolomics and transcriptomics analyses indicated that MG infection disrupted amino acid metabolism in broilers, whereas *B. subtilis* KC1 supplementation alleviated the abnormal amino acid metabolism caused by MG. These results suggested that *B. subtilis* KC1 may alleviate the poor growth performance caused by MG infection in broilers by improving amino acid metabolism.

## 1 Introduction

Among the various avian pathogens, *Mycoplasma gallisepticum* (MG) stands out as a major reason for the occurrence of chronic respiratory disease in chickens (1). A particularly worrying aspect is the capacity of MG infections to spread both vertically and horizontally (1, 2). Chickens infected with MG experience a range of performance and production losses, including decreased egg production, reduced hatchability rates, compromised feed conversion efficiency, and diminished weight gain, ultimately resulting in significant economic losses for poultry industries worldwide (1, 2). Furthermore, chickens infected with MG become immunosuppressed, and thus more susceptible to other pathogens, ultimately exacerbating the economic losses suffered by farmers (3).

As a type of feed additive, probiotics offer numerous benefits, including improving growth performance, maintaining intestinal health, and enhancing the immunity of chickens (4–6). However, the intolerance of most probiotics to gastric acid and high temperature poses challenges for their application in poultry production. *Bacillus subtilis* is capable of spore formation in harsh environments and possesses unique biological properties, including resistance to gastric acid and high temperature (7, 8). Additionally, being an aerobic bacterium, it consumes a considerable amount of free oxygen during reproduction in the intestinal tract, thereby significantly promoting the growth of anaerobic probiotics like *Lactobacillus* and *Bifidobacterium* (9, 10). *Bacillus subtilis* is often used as a feed additive because of its properties of improving growth performance and enhancing immunity (11–13). For example, compared to the control group, dietary supplementation with *B. subtilis* BYS2 significantly increased average weight and immune organ indices of broilers (11). Furthermore, dietary supplementation with *B. subtilis* BYS2 significantly reduced the mortality rate of *Escherichia coli-* and Newcastle disease virus-infected chickens (11). Therefore, it is necessary to screen *B. subtilis strains* that have the potential to enhance the resistance of chickens to MG.

Metabolomics is a research approach that quantitatively analyzes all metabolites in a biological organism (14). Its research objects are mostly small molecules with relatively low molecular weights, such as organic acids, amino acids, sugars, lipids and vitamins (15). Metabolomics can assist researchers in gaining a more comprehensive understanding of the metabolic characteristics of biological systems and elucidating the physiological or pathological mechanisms that underlie phenotypic changes. The narrow definition of the transcriptome refers to the collection of all mRNA molecules that are produced by the expression of all genes within a biological organism under a specific physiological condition. Changes in the transcriptome can influence changes in the metabolome. Integrative analysis of the transcriptome and metabolome can help provide a more comprehensive understanding of the mechanisms underlying a specific phenotype in a biological organism. A strain of *B. subtilis* KC1 was previously isolated from healthy chicken feces, and the *B. subtilis* KC1 exhibited good probiotic potential, including acid and alkali resistance, as well as the ability to inhibit the growth of serval intestinal pathogens (16). In this study, the protective effects of *B. subtilis* KC1 on the growth performance of chickens infected with MG were evaluated. Furthermore, the underlying mechanism of *B. subtilis* KC1 against MG-infected chickens was investigated using metabonomics and transcriptomics. The present study demonstrated that *B. subtilis* KC1 alleviates the poor growth performance induced by MG infection, and the underlying mechanism involves the improvement of amino acid metabolism.

## 2 Materials and methods

### 2.1 Animals

Broilers (male, 1-day-old) of the Arbor Acres (AA) breed were acquired from a nearby poultry farm and reared in hygienic housing with consistent light/dark cycles, provided with water and feed *ad libitum*. All the broilers underwent testing, and none of them were found to have MG. When the trial was over, all chickens were euthanized by cervical dislocation.

### 2.2 Experimental design

A total of 96 one-day-old male AA broilers with an initial average body weight (39.29 ± 0.54 g) were selected and divided into 4 groups: (1) broilers were fed a control diet (Con); (2) broilers were fed a control diet supplemented with 10^8^ CFU/kg of *B. subtilis* KC1 (KC); (3) broilers were fed a control diet and challenged with MG at day 14 (MG); and (4) broilers were fed a control diet supplemented with 10^8^ CFU/kg of *B. subtilis* KC1, and further challenged with MG at day 14 (MG_KC). Each treatment was replicated 3 times, with 8 broilers per replicate. All diets were formulated to meet the National Research Council and Chinese chicken feeding standards (NY/T-33–2004) (17, 18). A single-layer, three-dimensional chicken coop was used. Temperature was gradually reduced by 2°C per week from 33 to 23°C and then kept constant.

### 2.3 MG culture and MG infection procedure

The MG strain *R*_low_ was obtained from the China Veterinary Culture Collection Center and cultured in a *Mycoplasma* medium (H910KJ, BasalMedia, Shanghai, China), supplemented with 1% ampicillin (ST008, Beyotime, Shanghai, China) and 10% fetal bovine serum (S660JJ, BasalMedia, Shanghai, China). The procedure for infecting the broilers with MG involved the use of a syringe to inoculate a 200 μL volume of solution, containing 2 × 10^9^ color change units (CCUs) of MG, into the left air sacs of the broilers.

### 2.4 *Bacillus subtilis* preparation

The strain of *B. subtilis* KC1 (GenBank accession number OL721931) was previously isolated from the fecal matter of healthy chickens (16). This *B. subtilis* KC1 strain was cultured in a modified liquid medium, composed of 1.25 g of glucose, 1.25 g of yeast extract, 1.25 g of peptone, 1.25 g of beef paste, and 1.25 g of NaCl dissolved in 250 mL of sterilized water, adjusted to a pH of 7.2, to achieve a bacterial suspension of 10^8^ CFU/mL. Subsequently, the *B. subtilis* KC1 was mixed fully with the control diet, achieving a final concentration of 10^8^ CFU per kilogram of feed.

### 2.5 Growth performance

The broilers of each replicate were weighed at the beginning and day 42. Feed intake and the number of broilers were recorded to calculate the average daily gain (ADG), average daily feed intake (ADFI) and feed conversion ratio (FCR) of every replicate. ADG = [total body gain (g)/test days]/number of broilers in each replicate, ADFI = [total feed intake (g)/test days]/number of broilers in each replicate, FCR = ADFI/ADG.

### 2.6 Serum parameters

Blood samples were collected (6 samples per treatment, 2 per replicate) at day 42. Serum was obtained by centrifuging the blood at 3,000 × *g* for 10 min at 4°C. Following the manufacturer’s instructions, serum superoxide dismutase (SOD, A001-3-2, Nanjing Jiancheng Biotechnology Co., Ltd., Nanjing, China), malondialdehyde (MDA, A003-1-2, Nanjing Jiancheng Biotechnology Co., Ltd., Nanjing, China), interleukin-1 (IL-1β, ml002787, Shanghai Enzyme-linked Biotechnology Co., Ltd., Shanghai, China) and tumor necrosis factor-a (TNF-*α*, ml002790, Shanghai Enzyme-linked Biotechnology Co., Ltd., Shanghai, China) levels were detected using commercially ELISA kits.

### 2.7 Untargeted metabolomics

Serum was obtained as described above. Untargeted metabolomics was completed by Beijing Genomics Institute (BGI, Shenzhen, China). To prepare the samples for metabolomic analysis, add 100 μL of serum from each sample to a tube. Subsequently, add 700 μL of an extractant containing internal standard (prepared at a ratio of methanol: acetonitrile: water = 4:2:1, V/V/V), shake vigorously for 60 s, and then place the tubes in a −20°C refrigerator for 2 h. After the incubation, centrifuge the samples at 25,000 × *g* for 15 min at 4°C. Carefully remove the samples from the centrifuge and transfer 600 μL of the supernatant into a new tube. Proceed with drying using a drying machine until complete. Once dry, add 180 μL of a methanol: pure water mixture (1,1, v/v), vortex for 10 min to ensure complete dissolution in the reconstituted solution. Centrifuge the samples again at 25,000 × *g* for 15 min at 4°C. Collect the supernatant into a fresh tube. Take 20 μL of each sample and combine them to create quality control (QC) samples. Finally, transfer the prepared supernatants to the LC–MS/MS analysis steps. The sample extracts were analyzed using Waters UPLC I-Class Plus (Waters, United States) equipped with QTRAP 6500 Plus (SCIEX, United States). After importing the off-line data of mass spectrometry into compound discoverer 3.3 (Thermo Fisher Scientific, United States) software and analyzing the mass spectrometry data in combination with BMDB (BGI metabolome database), mzcloud database and chemspider online database, a data matrix containing information such as metabolite peak area and identification results will be obtained. These metabolites were annotated using the KEGG database and HMDB database. The principal component analysis (PCA) and orthogonal partial least squares-discriminant analysis (OPLS-DA) were performed at meta X. Metabolites were considered to be significantly different if they had a variable important for the projection (VIP) value greater than 1, a *p-*value less than 0.05, and a fold change of at least 1.2 or not more than 0.83. Volcano plots were then generated based on the log2 of the fold change and the negative log10 of the *p-*value for these metabolites. The functions of these differential metabolites and their associated metabolic pathways were investigated using the KEGG database.

### 2.8 Transcriptomics

Lung, liver and ileum samples were collected (3 samples per treatment, 1 per replicate) at day 42. Total RNA was extracted using TRIzol reagent (ET101-01-V2, Beijing TransGen Biotech Co., Ltd., Beijing, China). The RNA concentration and integrity were detected using a Fragment Analyzer (Agilent, California, United States). RNA samples that complied with the criteria of having a concentration of more than 40 ng/μL, an integrity value greater than 7.0, and a total content of 1 μg or more were chosen for further experimentation. Transcriptomic sequencing was completed by BGI. The procedures for library construction, sequencing and bioinformatics analysis were as follows. Oligo dT beads were employed to enrich mRNA carrying a poly(A) tail. Subsequently, the RNA was fragmented, and first-strand cDNA production was initiated through random N6-primed reverse transcription. This was followed by the synthesis of second-strand cDNA, where dUTP was utilized instead of dTTP. The resulting cDNA then underwent end-repair and subsequent 3′ adenylation. Afterward, adaptors were attached to the termini of these 3′ adenylated cDNA segments. Before initiating PCR amplification, the strand marked with dUTP was selectively degraded using Uracil-DNA-Glycosylase (UDG). The remaining strand was then amplified to create a cDNA library suitable for sequencing. To enrich the purified cDNA template, multiple rounds of PCR amplification were carried out using PCR primers. Heat was used to denature the PCR product, and subsequently, the single-stranded DNA was circularized with the aid of a splint oligo and DNA ligase. Ultimately, DNA nanoball synthesis and sequencing were executed on the DNBSEQ platform in paired-end 150 sequencing mode. Sequencing data were called raw reads, and quality control was then performed on the raw reads to obtain clean reads. After quality control, the filtered clean reads were aligned to the reference sequence. Then, gene expression quantification, gene difference analysis, and enrichment analysis were performed. Data quality control was completed using SOAPnuke (v1.5.2). Genome alignment was completed using HISAT2 (2.0.4). Transcript quantification and differential comparison were completed via RSEM and DESeq2, respectively. Genes were considered to be significantly different if they had a *q-*value (adjusted *p-*value) less than 0.05 (19). Volcano plots were then generated based on the log2 of the fold change and the negative log10 of the *q-*value. The functions of these differential genes and their associated metabolic pathways were investigated using the KEGG database.^1^

### 2.9 Statistical analysis

The results were presented as mean ± standard deviation (SD) and were analyzed utilizing GraphPad Prism 8.0 software (GraphPad Software, Inc.). The comparisons among multiple groups were conducted using one-way analysis of variance (ANOVA) accompanied by Tukey’s multiple comparison test. A *p-*value less than 0.05 was deemed to indicate statistical significance.

## 3 Results

### 3.1 *Bacillus subtilis* KC1 enhanced the growth performance of MG-infected chickens

Compared with the Con group, the KC group exhibited significantly increased final body weight (*p* < 0.0001) and ADG (*p* = 0.0023) of broilers, as well as significantly decreased FCR (*p* = 0.0019) (Figures 1A,B,D). Compared with the Con group, the MG group exhibited significantly reduced final body weight (*p* < 0.0001) and ADG (*p* < 0.0001) of broilers, and significantly increased FCR (*p* < 0.0001) (Figures 1A,B,D). Compared with the MG group, the MG_KC group exhibited significantly increased final body weight (*p* < 0.0001) and ADG (*p* = 0.0034) of broilers, and significantly reduced FCR (*p* < 0.0001) (Figures 1A,B,D). There was no significant difference in ADFI among all groups (Figure 1C). These results indicated that dietary *B. subtilis* KC1 supplementation improved the growth performance of MG-infected chickens.

**Figure 1:**
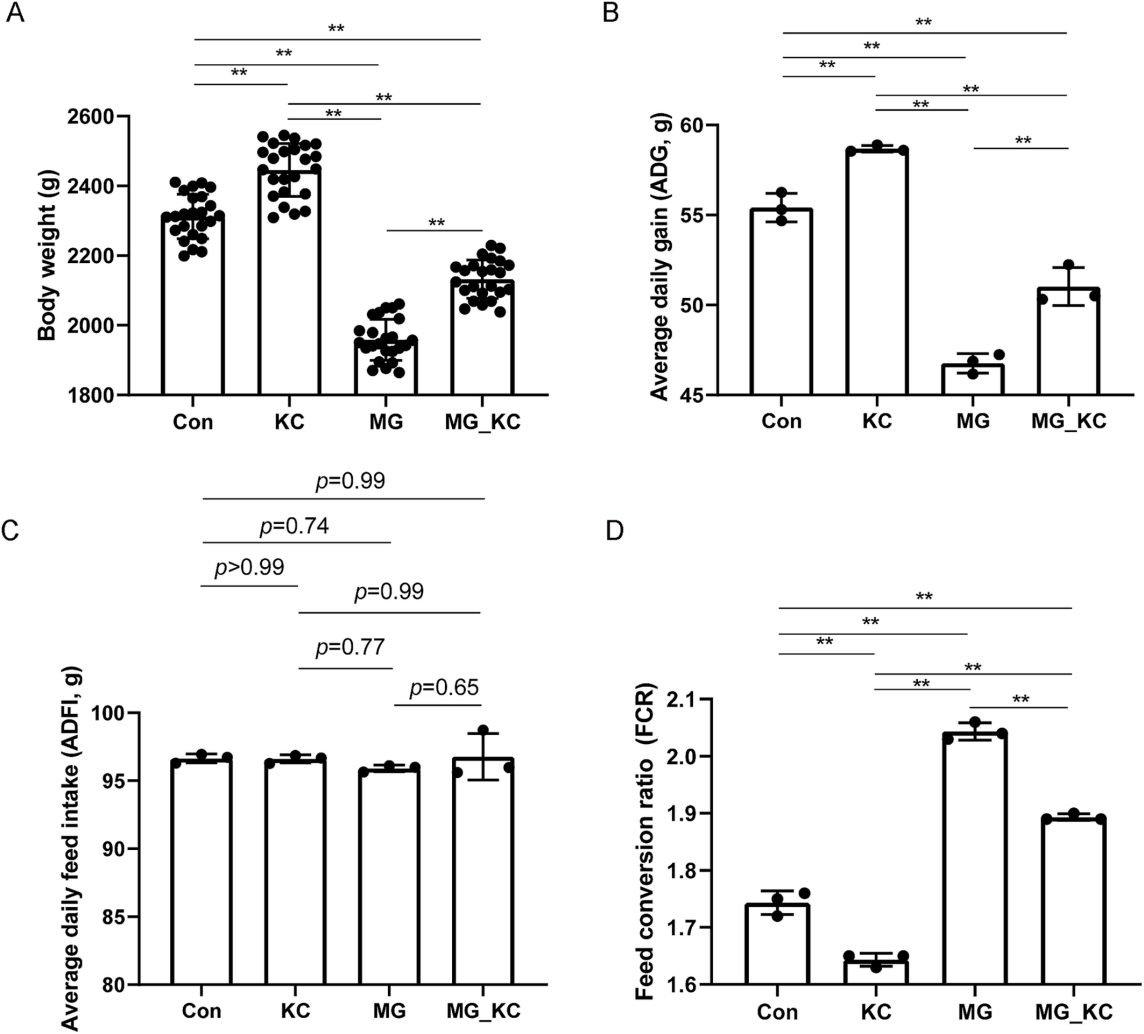
Effect of dietary *Bacillus subtilis* KC1 supplementation on growth performance of MG-infected broilers. **(A)** Body weight of broilers (*n* = 24). **(B)** Average daily gain (ADG, *n* = 3). **(C)** Average daily feed intake (ADFI, *n* = 3). **(D)** Feed conversion ratio (FCR; *n* = 3). **p < 0.01 indicates statistical significance. Con, control group; KC, *Bacillus subtilis* KC1 group; MG, *Mycoplasma gallisepticum* group; MG_KC, *Mycoplasma gallisepticum + Bacillus subtilis* KC1 group.

### 3.2 *Bacillus subtilis* KC1 improved the serum parameters associated with oxidative stress and inflammatory response in MG-infected broilers

Compared with the Con group, the KC group exhibited a increased trend in SOD activity (*p* = 0.0770) and significantly reduced MDA content (*p* = 0.0030) in serum (Figures 2A,B). Compared with the Con group, the MG group exhibited significantly reduced SOD activity (*p* < 0.0001) and significantly increased MDA content (*p* < 0.0001) in serum (Figures 2A,B). Compared with the MG group, the MG_KC group exhibited significantly increased SOD activity (*p* = 0.0006) and significantly reduced MDA content (*p* < 0.0001) in serum (Figures 2A,B).

**Figure 2:**
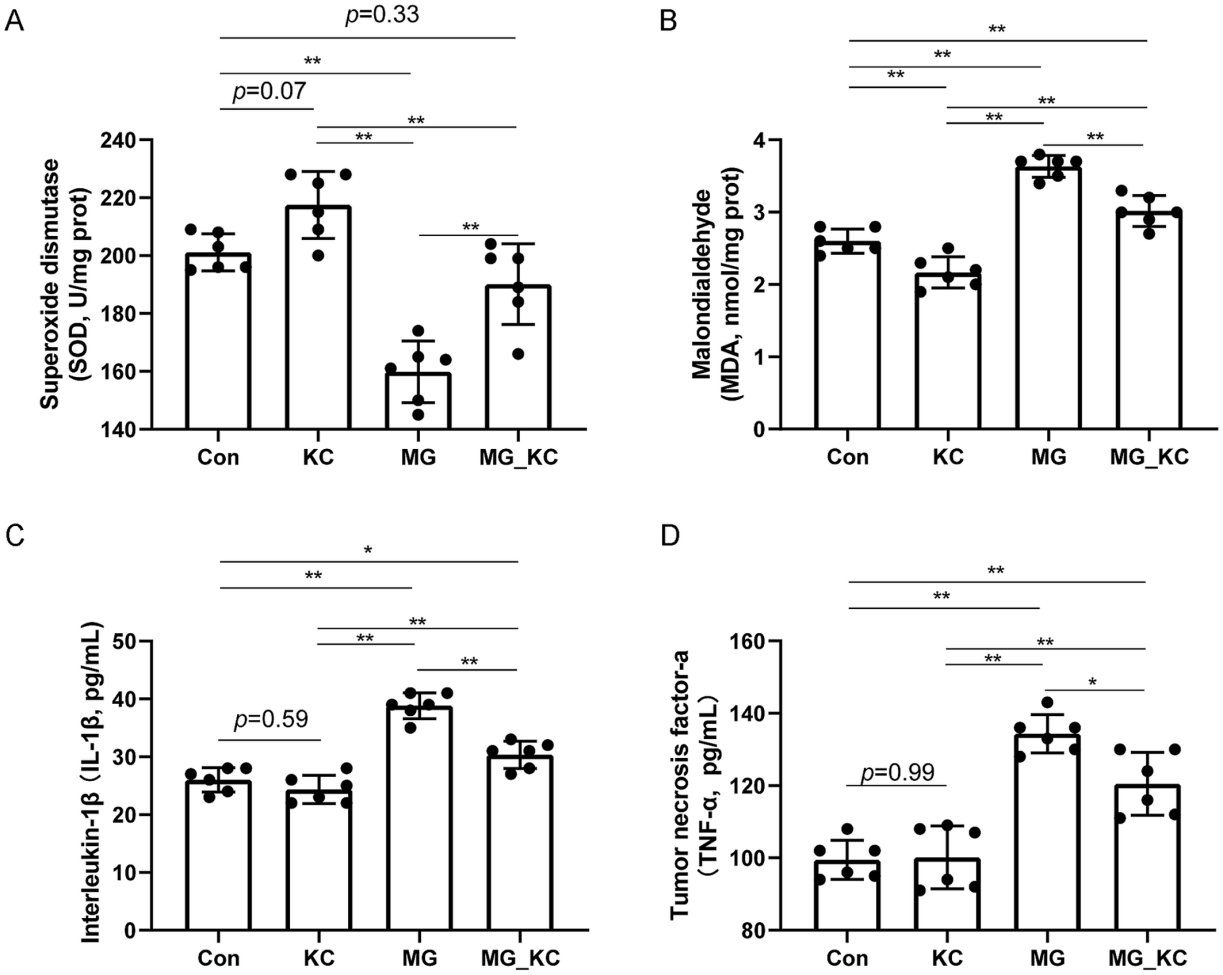
Effect of dietary *Bacillus subtilis* KC1 supplementation on markers of oxidative stress and inflammatory response of MG-infected broilers. **(A)** Superoxide dismutase (SOD) content (*n* = 6). **(B)** Malondialdehyde (MDA) content (*n* = 6). **(C)** Interleukin-1β (IL-1β) content (*n* = 6). **(D)** Tumor necrosis factor-a (TNF-*α*) content (*n* = 6). *p < 0.05, **p < 0.01 indicate statistical significance. Con, control group; KC, *Bacillus subtilis* KC1 group; MG, *Mycoplasma gallisepticum* group; MG_KC, *Mycoplasma gallisepticum + Bacillus subtilis* KC1 group.

Compared with the Con group, the KC group did not affect the levels of IL-1β (*p* = 0.5922) and TNF-*α* (*p* = 0.9985) (Figures 2C,D). Compared with the Con group, the MG group exhibited significantly increased serum IL-1β (*p* < 0.0001) and TNF-α levels (*p* < 0.0001) (Figures 2C,D). Compared with the MG group, the MG_KC group exhibited significantly reduced serum IL-1β (*p* < 0.0001) and TNF-α levels (*p* = 0.0164) (Figures 2C,D). These results indicated that dietary *B. subtilis* KC1 supplementation alleviated the oxidative stress and pro-inflammatory response caused by MG.

### 3.3 Metabolomics revealed *Bacillus subtilis* KC1 alleviated abnormal amino acid metabolism of MG-infected chickens

A total of 4,579 annotated metabolites were identified (Supplementary File S1). The PCA indicated that the serum samples from the MG group were significantly separated from the Con group (Figure 3A). Moreover, distinct clusters from the MG group compared with the Con group were confirmed by the OPLS-DA (Figure 3B). To assess the quality of the model without the risk of overfitting, 200 response permutation tests (RPT) were performed on the OPLS-DA model. The results indicated that the model was reliable and did not suffer from overfitting, as evidenced by the fact that the intercept of the goodness-of-fit measure (R2) was greater than the intercept of the goodness-of-prediction measure (Q2), and furthermore, the intercept of Q2 was less than zero (Figure 3C). Total 531 significantly differential metabolites were identified in the MG group compared with the Con group (Supplementary File S2). The volcano plots illustrated the global distribution of metabolites, revealing distinct differences in metabolite levels between the Con and MG groups (Figure 3D). KEGG pathway enrichment analysis indicated that the differential metabolites mainly enriched in the amino acids metabolism related pathways (Figure 3E).

**Figure 3:**
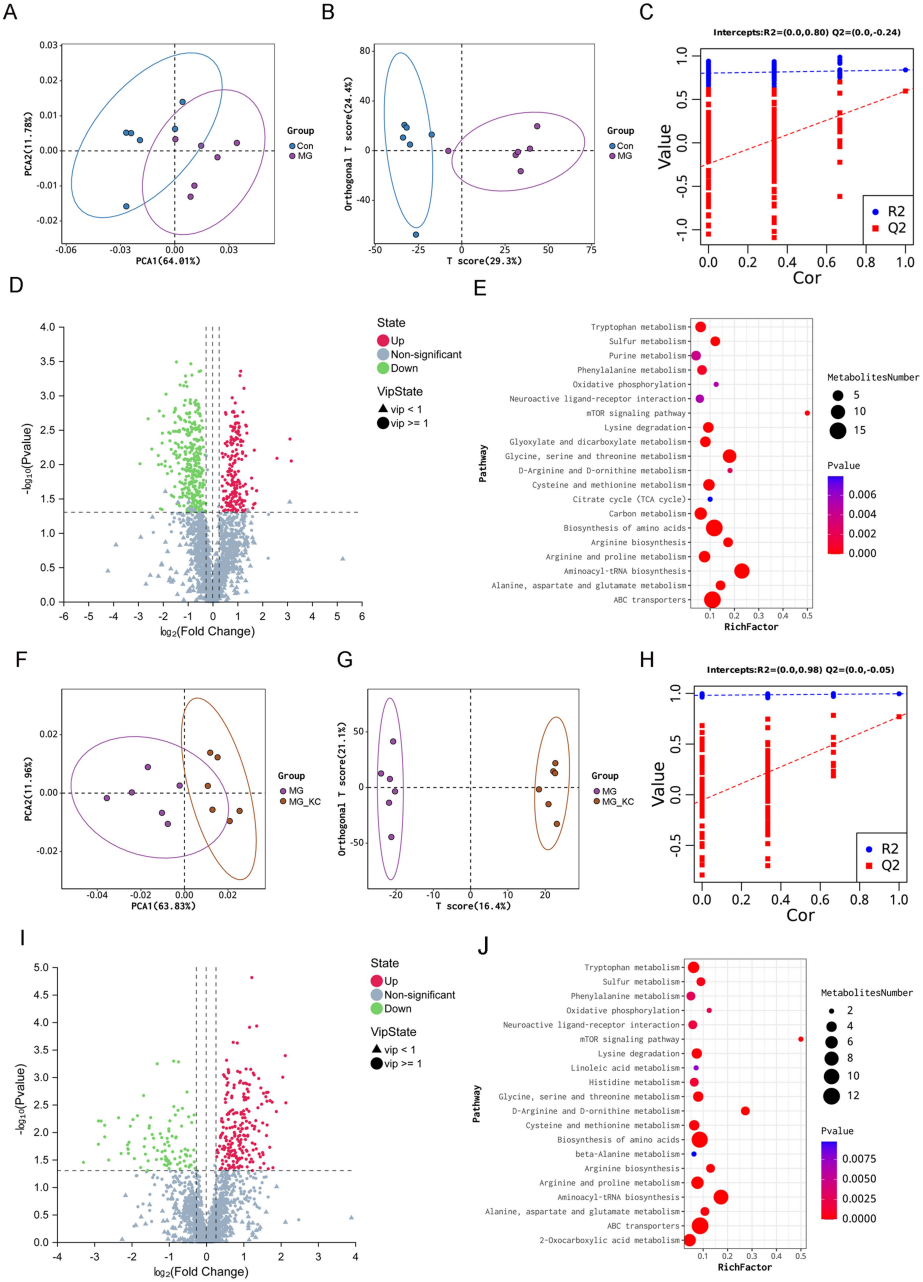
Effect of dietary *Bacillus subtilis* KC1 supplementation on the metabolic profiles of the serum samples from MG-infected broilers. **(A)** Principle component analysis (PCA) was performed on Con and MG groups (*n* = 6). **(B)** Orthogonal partial least squares-discriminant analysis (OPLS-DA) was performed on Con and MG groups (*n* = 6). **(C)** Cross-validation plot with a permutation test repeated 200 times. The intercepts of R2 = (0.0, 0.80) and Q2 = (0.0, −0.24), indicate that the OPLS-DA model is not overfitting (*n* = 6). **(D)** Volcano plots showed the results of the pairwise comparisons of serum metabolites in the Con and MG groups (*n* = 6). The significant metabolites are presented in red (up-regulated) or green (down-regulated). **(E)** The pathway enrichment analysis of significantly different metabolites in the Con and MG groups (*n* = 6). **(F)** PCA was performed on MG and MG_KC groups. **(G)** OPLS-DA was performed on MG and MG_KC groups (*n* = 6). **(H)** Cross-validation plot with a permutation test repeated 200 times. The intercepts of R2 = (0.0, 0.98) and Q2 = (0.0, −0.05), indicate that the OPLS-DA model is not overfitting (*n* = 6). **(I)** Volcano plots showed the results of the pairwise comparisons of serum metabolites in the MG and MG_KC groups (*n* = 6). The significant metabolites are presented in red (up-regulated) or green (down-regulated). **(J)** The pathway enrichment analysis of significantly different metabolites in the MG and MG_KC groups (*n* = 6). Con, control group; KC, *Bacillus subtilis* KC1 group; MG, *Mycoplasma gallisepticum* group; MG_KC, *Mycoplasma gallisepticum + Bacillus subtilis* KC1 group.

The PCA indicated that the serum samples from the MG_KC group were significantly separated from the MG group (Figure 3F). Moreover, distinct clusters from the MG_KC group compared with the MG group were confirmed by the OPLS-DA (Figure 3G). In order to judge the quality of the model without fitting risk, 200 response permutation tests (RPT) were performed on the OPLS-DA model. The results indicated that the model was reliable and did not suffer from overfitting, as evidenced by the fact that the R2 was greater than the Q2, and furthermore, the intercept of Q2 was less than zero (Figure 3H). Total 318 significantly differential metabolites were identified in the MG_KC group compared with the MG group (Supplementary File S3). The volcano plots illustrated the global distribution of metabolites, revealing distinct differences in metabolite levels between the MG and MG_KC groups (Figure 3I). KEGG pathway enrichment analysis indicated that the differential metabolites mainly enriched in the amino acids metabolism related pathways (Figure 3J).

Compared with the Con group, the MG group exhibited significantly reduced l-proline, l-threonine, l-histidine, l-lysine, l-serine, l-aspartic acid, l-arginine, l-glutamine, Leucine, l-tryptophan, glycine, asparagine, *O*-acetyl-l-serine, l-Homoserine and l-allo-threonine levels (Table 1). Compared with the MG group, the MG_KC group exhibited significantly increased l-proline, l-histidine, l-lysine, l-aspartic acid, l-arginine, leucine, l-tryptophan, asparagine and l-homoserine (Table 1). Above all, these results indicated that MG infection induced abnormal amino acid metabolism, while *B. subtilis* KC1 alleviated the abnormal amino acid metabolism caused by MG.

**Table 1:** Effect of dietary *Bacillus subtilis* KC1 supplementation on the serum amino acids levels of MG-infected broilers.

Name	Fold change (MG/Con)	Fold change (MG_KC/MG)	*P*-value (MG/Con)	*P-*value (MG_KC/MG)	VIP (MG/Con)	VIP (MG_KC/MG)
l-proline	0.39	1.68	0.002	0.027	1.575	1.553
l-threonine	0.53	1.44	0.013	0.101	1.348	1.093
l-histidine	0.35	1.91	0.002	0.014	1.524	1.670
l-lysine	0.53	1.82	0.009	0.009	1.364	1.920
l-serine	0.52	1.30	0.020	0.248	1.261	0.784
l-aspartic acid	0.64	1.75	0.010	0.029	1.498	1.432
l-arginine	0.60	1.71	0.009	0.007	1.286	1.885
l-glutamine	0.55	1.20	0.018	0.270	1.322	0.749
Leucine	0.62	1.52	0.001	0.001	1.612	2.122
l-tryptophan	0.63	1.67	0.003	0.002	1.464	1.867
Glycine	0.71	1.10	0.034	0.407	1.168	0.628
Asparagine	0.40	1.80	0.018	0.043	1.245	1.354
*O*-acetyl-l-serine	0.64	1.06	0.025	0.577	1.201	0.458
l-homoserine	0.43	1.83	0.006	0.045	1.500	1.407
l-allo-threonine	0.52	1.45	0.019	0.193	1.316	1.051

### 3.4 Transcriptomics revealed *Bacillus subtilis* KC1 alleviated abnormal amino acid metabolism of MG-infected chickens

A total of 1,570 significantly differential genes in the lung were identified in the MG group compared to the Con group (Supplementary File S4). 

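RNA from the lung, liver and ileum of 12 broilers was sequenced as 36 libraries, with 3 birds in each of 4 groups. The Con group was untreated, the KC group ate feed with B. subtilis KC1, the MG group was infected with MG, and the MG_KC group had both. KC1 was fed at a log10 dose of 8 CFU per kg of feed. MG was given on day 14 as 200 µL into the left air sac, and the tissues were taken on day 42. The authors filtered the reads with SOAPnuke 1.5.2, aligned them with HISAT2 2.0.4 and quantified genes with Bowtie2 2.2.5 and RSEM. The deposited values are FPKM, fragments scaled to the length of the transcript and to the mapped fragments of the library, so the absolute depth of each library is unknown. Genes with an FPKM of at least 1 in at least 3 of the 12 libraries of a tissue were tested, which left 12659 genes in the lung, 11114 in the liver and 12427 in the ileum. The 4 groups of a tissue were fitted together on log2(FPKM + 1) with limma's trend method, and a gene was called changed at an adjusted p under 0.05 with no minimum change. Changes on this scale understate the fold change of genes with a low FPKM. An exact two-sided permutation test of 3 birds against 3 cannot go below 0.1, so the p-values come from limma, which pools the spread across genes. In simulated libraries with the spread of the real ones, limma recovered 81.9% of genes given a log2 change of 1 in the lung, 65.4% in the liver and 71% in the ileum. Only genes well above the filter were given a change, and the noise was independent for each gene. These shares therefore do not cover genes with a low FPKM. Gene lists for 14 pathways of amino acid metabolism and for other pathways and cell types, 54 in all, were written by hand before the data were examined and are not KEGG's own tables. List p-values come from limma's camera with a correlation between genes estimated from the residuals, adjusted over the amino acid lists or over the other lists of a comparison. Enrichment among called genes was tested with a one-sided Fisher's exact test against all genes tested in the tissue. This test treats genes as independent, so its p-values leave out genes that vary together and the spread between birds. A scaling of each library by its median ratio to the others, and TPM, were tried after the data had been seen.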

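In the lung, some genes of cell division, connective tissue and cholesterol synthesis were lower in the MG group than in the Con group, and some genes of the glucocorticoid response and the circadian clock were higher, while most members of these lists other than the fibroblast markers did not pass the test. The largest rise was that of FST, which encodes the activin antagonist follistatin, from 8.16 ± 4.92 to 61.4 ± 23.8 FPKM (SD, n = 3). CHAC1, which encodes a glutathione-degrading enzyme, rose from 16.9 ± 5.27 to 101 ± 30.1 FPKM, and EDN2, which encodes endothelin 2, from 6.62 ± 3.44 to 36.6 ± 11.1 FPKM. TULP1, MGAM and NPW were the other genes among the 6 largest rises, with log2 changes of 2.41, 1.97 and 1.93. GPX7, which encodes a glutathione peroxidase, fell from 15.8 ± 2.82 to 2.89 ± 0.512 FPKM. The fatty acid desaturase genes FADS2 and SCD fell by 1.98 and 1.90 on the log2 scale, and the DNA replication genes MCM3, MCM2 and RRM2 by 1.86, 1.73 and 1.73. The mean log2 level of the glucocorticoid list was 5.3 in Con, 6.16 in KC and 6.18 in MG. That of the clock list was 3.35, 3.61 and 3.77 in the same order. Both levels were thus above Con in uninfected birds fed KC1 too. The cell division level was 3.68 in Con and 3.61 in KC, and the fibroblast level 6.38 and 6.3.

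In the lung 1583 of 12659 genes changed, 701 higher and 882 lower in MG (limma, 3868 at an unadjusted p under 0.05). Of 63 genes of cell division, 14 were lower, none was higher and 49 did not pass the test (14 lower when adjusted over the list alone, adjusted p = 0.804 with an estimated correlation). Of 14 fibroblast markers, 9 were lower and none was higher (1 higher and 9 lower when adjusted over the list alone, adjusted p = 0.53 with an estimated correlation), and 1 was higher and 3 were lower with TPM. Lumican (LUM) fell from 238 ± 83.8 to 74.2 ± 2.33 FPKM and COL3A1, a fibrillar collagen, from 1090 ± 229 to 585 ± 137 FPKM. Of 23 genes of cholesterol synthesis, 6 were lower, INSIG1 and SREBF2 among them, and 17 did not pass the test (7 lower when adjusted over the list alone, adjusted p = 0.735 with an estimated correlation), and 2 were lower with TPM. Of 19 glucocorticoid response genes, 5 were higher and 14 did not pass the test (9 higher when adjusted over the list alone, adjusted p = 0.0252 with an estimated correlation), and 8 were higher with TPM. Among them FKBP5, which encodes a chaperone of the glucocorticoid receptor, rose from 112 ± 23.4 to 250 ± 28.9 FPKM, DDIT4 from 105 ± 27.6 to 305 ± 95.9 FPKM and TSC22D3 from 233 ± 75.9 to 473 ± 65.3 FPKM. Of 19 clock genes, 4 were higher (NR1D1, NR1D2, PER2 and BHLHE41), 1 was lower and 14 did not pass the test (6 higher and 1 lower when adjusted over the list alone, adjusted p = 0.53 with an estimated correlation), and 6 were higher and none lower with TPM. Of 17 genes of fasting and gluconeogenesis, 3 were higher (INSR, PCK2 and KLF15) and 14 did not pass the test (6 higher when adjusted over the list alone, adjusted p = 0.318 with an estimated correlation). Of 14 endothelial markers, PLVAP and PECAM1 were higher and 12 did not pass the test (2 higher when adjusted over the list alone, adjusted p = 0.53 with an estimated correlation). The lists on cell division, macrophages, the glucocorticoid response, the ATF4 response, the clock and fasting were written after the leading genes of the paper's tables had been seen.

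DHH, KAZALD1 and PRLHRL have the smallest q in the paper's table for this comparison. DHH (gene 107055407), which encodes desert hedgehog, rose from 7.51 ± 1.13 to 28.4 ± 3.87 FPKM, a log2 change of 1.79 (SE 0.229, adjusted p = 0.00541). KAZALD1 (gene 423856), which encodes a protein with an insulin-like growth factor binding domain, fell from 18.6 ± 0.564 to 4.97 ± 0.382 FPKM, and PRLHRL (gene 431251) rose from 3.66 ± 0.32 to 16.4 ± 2.27 FPKM. The number of changed genes was 598 without Con replicate 2, 776 without Con replicate 3, 403 without MG replicate 2, 367 without MG replicate 3, 194 with the MG and Con groups fitted alone and 2547 with library quality weights. With TPM the median change of all genes moved from -0.0421 to 0.144 and 1174 genes were higher and 164 lower.

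**Figure D1:**
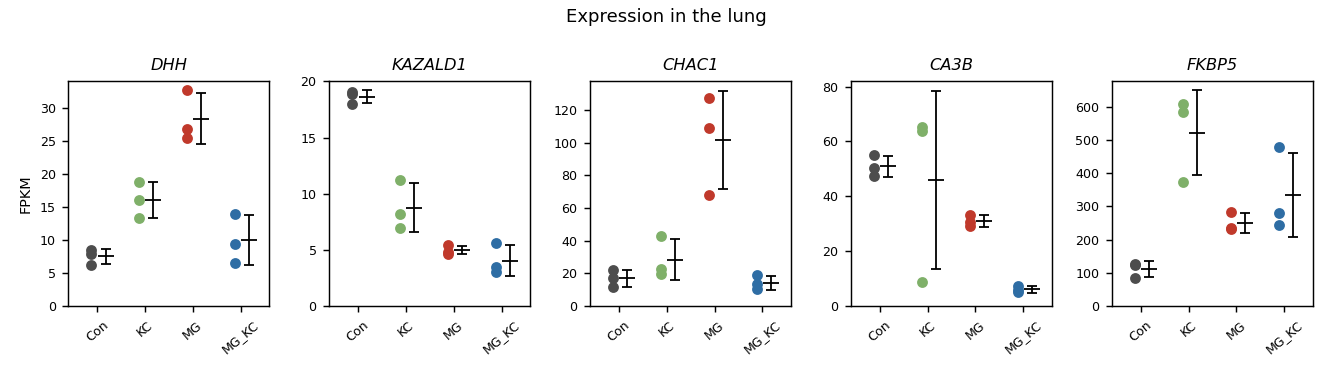
Expression of 5 genes in the lung, in FPKM, for the Con, KC, MG and MG_KC groups. Each point is 1 bird, and bars give the mean and SD of 3 birds. DHH was 28.4 ± 3.87 FPKM in MG and 9.98 ± 3.8 FPKM in MG_KC.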

The volcano plots illustrated the global distribution of genes, revealing distinct differences in gene expression levels in the lung between the Con and MG groups (Figure 4A). 

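In FPKM, the genes of amino acid metabolism that changed in the lung of MG birds were mostly lower. Ornithine decarboxylase (ODC1, gene 421937), the entry enzyme of polyamine synthesis, fell from 47.2 ± 1.15 to 18.7 ± 4.85 FPKM (SD, n = 3), a log2 change of -1.32 (SE 0.151, adjusted p = 0.00418 from limma). S-adenosylmethionine decarboxylase (AMD1), which supplies the aminopropyl groups of polyamines, rose from 85.2 ± 8.82 to 125 ± 2.22 FPKM. The proline synthesis genes PYCR1 and ALDH18A1 fell from 17.6 ± 1.31 to 5.75 ± 2.08 and from 22.6 ± 2.52 to 14.3 ± 2.46 FPKM. Glutamine synthetase (GLUL) rose from 23.4 ± 4.19 to 74.8 ± 16.5 FPKM.

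Of 39 genes of cysteine and methionine metabolism, 2 were higher, 8 lower and 29 did not pass the test (2 higher and 15 lower when adjusted over the list alone, adjusted p = 0.61 with an estimated correlation), and with TPM 2 were higher and 2 lower. The methionine salvage genes ADI1 and MTAP fell by 0.77 and 0.79 on the log2 scale, and the DNA methyltransferase gene DNMT3A rose by 0.73. Of 32 genes of arginine and proline metabolism, 1 was higher, 6 lower and 25 did not pass the test (4 higher and 11 lower when adjusted over the list alone, adjusted p = 0.61 with an estimated correlation), and with TPM 3 were higher and 2 lower, with a median change relative to all genes of -0.152 in FPKM and -0.134 in TPM. Of 38 genes of valine, leucine and isoleucine degradation, 6 were lower, none was higher and 32 did not pass the test (8 lower when adjusted over the list alone, adjusted p = 0.61 with an estimated correlation), and with TPM 2 were lower. HIBCH and HIBADH, enzymes of valine breakdown, fell to 31.5 ± 1.18 from 52.3 ± 7.06 FPKM and to 17.7 ± 1.51 from 31.6 ± 4.7 FPKM. Of 28 genes of alanine, aspartate and glutamate metabolism, GLUL was higher and 27 did not pass the test (1 higher when adjusted over the list alone, adjusted p = 0.7 with an estimated correlation), among them GOT1 at an adjusted p of 0.0614. Of 52 genes of amino acid biosynthesis, 1 was higher, 7 lower and 44 did not pass the test (1 higher and 9 lower when adjusted over the list alone, adjusted p = 0.61 with an estimated correlation), and with TPM 1 was higher and 1 lower. Of 19 aminoacyl-tRNA synthetase genes, which charge tRNAs with amino acids, 6 were lower, WARS, DARS, IARS and FARSB among them, and 13 did not pass the test (9 lower when adjusted over the list alone, adjusted p = 0.804 with an estimated correlation), and with TPM none was lower.

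Of the 14 lists, 13 held at least 1 changed gene, 1 was enriched at an unadjusted p under 0.05 and none after adjustment (Fisher's exact test). Over all 14 lists together, 36 of 227 genes changed, 10 higher and 26 lower, which is 15.9% against 12.4% of the other genes (one-sided Fisher's exact test, p = 0.0781). With median-ratio scaling 10 were higher and 31 lower, which is 18.1% against 13.5% of the other genes (one-sided Fisher's exact test, p = 0.034). With TPM 20 genes of these lists changed, among 1338 changed genes in all, so the excess depends on the scaling. The number of enriched lists was 1 with median-ratio scaling, 2 with library quality weights, 2 without Con replicate 1 and 1 without MG replicate 1.

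**Figure D2:**
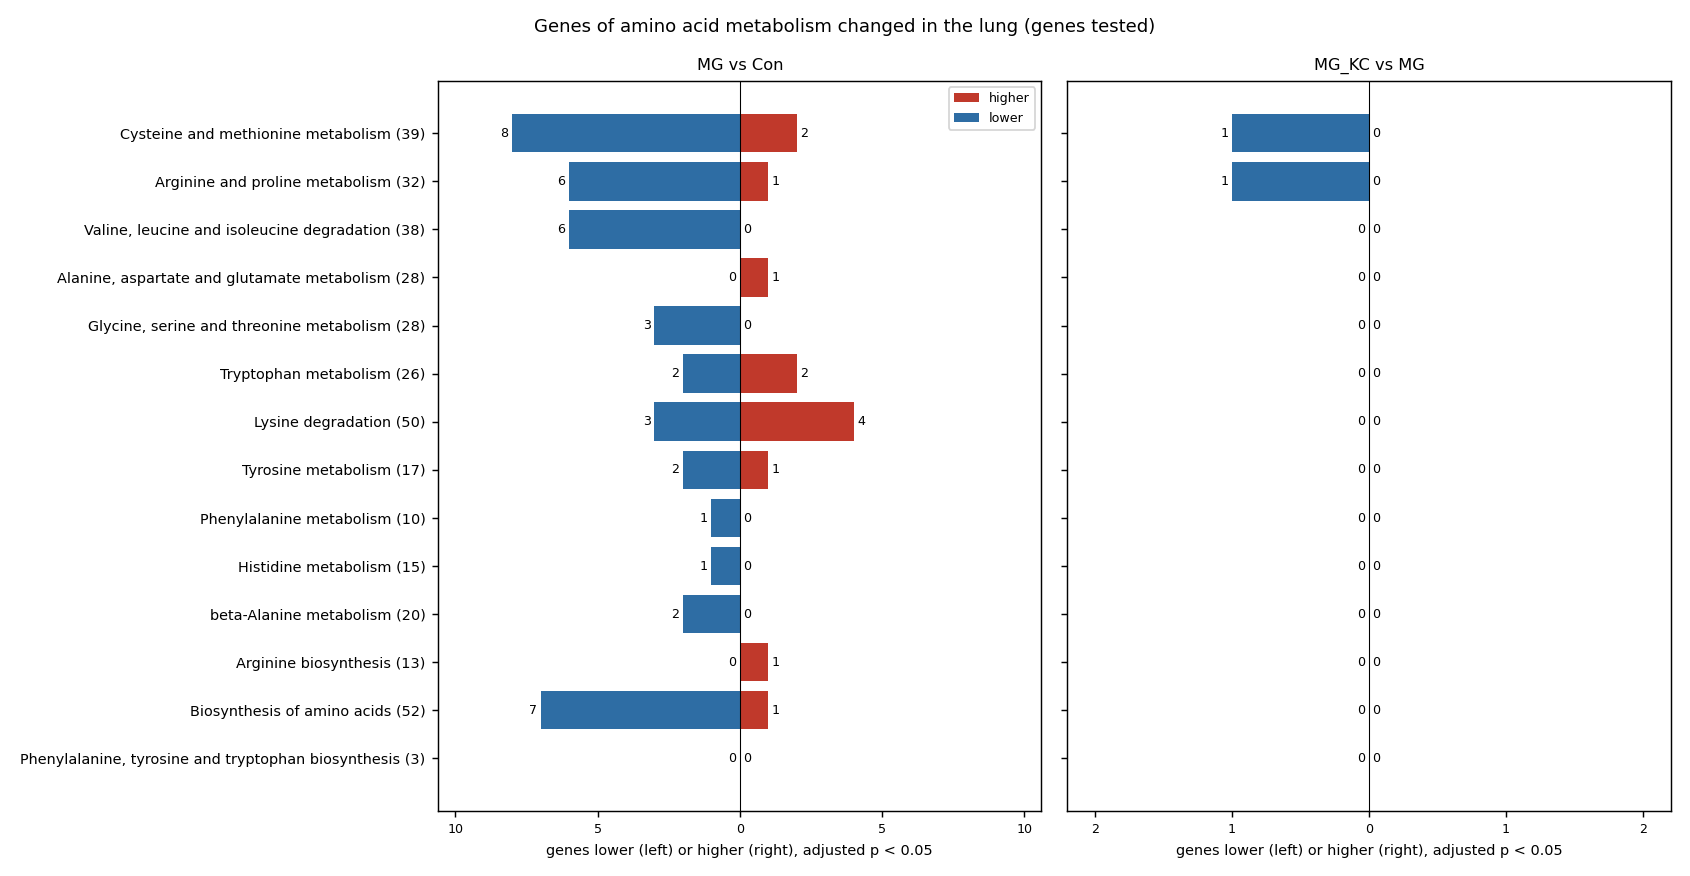
Genes of each of the 14 amino acid lists that were higher (red, to the right) or lower (blue, to the left) in the lung, for MG against Con and for MG_KC against MG, with the number of genes tested in brackets. The axes of the panels differ in length. In MG_KC against MG, AMD1 is the gene counted in both bars.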

KEGG pathway enrichment analysis indicated that 12 pathways related to amino acid metabolism were significantly enriched (Figure 4B). Furthermore, a total of 458 significantly differential genes in the lung were identified in the MG_KC group compared with the MG group (Supplementary File S5). 

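With KC1 in the feed, the lung of infected birds had less CHAC1, DDIT4 and FST RNA and more C1QB and S100A11 RNA than the lung of birds infected without KC1. CHAC1 (gene 423209) was 14.2 ± 4.36 FPKM in MG_KC (SD, n = 3), a log2 change of -2.74 from MG (SE 0.339, adjusted p = 0.0168 from limma). DDIT4, which encodes an inhibitor of mTORC1 signalling, was 74.4 ± 4.33 FPKM, a log2 change of -1.97. FST was 11.3 ± 4.73 FPKM and VSTM2B 2.53 ± 0.236 FPKM, against 8.65 ± 0.631 FPKM of VSTM2B in MG. RBP had the largest fall, from 158 ± 26.3 to 20.2 ± 26.5 FPKM (log2 change -3.77, SE 0.75, adjusted p = 0.0499). The largest rise was that of C1QB, a complement C1q chain made by macrophages, from 36.7 ± 9.57 to 105 ± 49.5 FPKM (log2 change 1.43, SE 0.284, adjusted p = 0.0499). The calcium-binding protein gene S100A11 rose from 340 ± 54.6 to 752 ± 165 FPKM, and FAP, a fibroblast protease gene, from 5 ± 1.21 to 10.4 ± 1.37 FPKM. HISTH1, IGSF1L3 and HIST1H101 were the remaining genes among the 6 largest rises, with log2 changes of 1.22, 1.17 and 0.86.

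In all, 107 of 12659 genes changed, 23 higher and 84 lower in MG_KC (limma, 2187 at an unadjusted p under 0.05), and 5 higher and 140 lower with TPM. The count was 68 without MG replicate 1, 0 without MG replicate 2, 5 without MG replicate 3, 13 without MG_KC replicate 1, 0 without MG_KC replicate 2 and 168 without MG_KC replicate 3. It was 38 with no filter on low values, 1 with the MG and MG_KC groups fitted alone and 269 with library quality weights.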

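Of 18 macrophage markers in the lung, C1QB was higher in MG_KC than in MG, none was lower and 17 did not pass the test (7 higher when adjusted over the list alone, adjusted p = 0.409 with an estimated correlation), with a median log2 change of 0.812 over the list. C1QA was 148 ± 66.3 FPKM in MG_KC and 69.3 ± 13.9 FPKM in MG (SD, n = 3, adjusted p = 0.114 from limma), and LGALS3, which encodes galectin-3, 210 ± 71.8 and 86.4 ± 26.2 FPKM (adjusted p = 0.112). With TPM no macrophage marker passed the test. Of 19 glucocorticoid response genes, DDIT4 and SGK1 were lower and 17 did not pass the test (4 lower when adjusted over the list alone, adjusted p = 0.14 with an estimated correlation). SGK1, which encodes a kinase that regulates sodium transport, fell from 710 ± 78.6 to 312 ± 50.8 FPKM. Of 24 genes of the ATF4 response to amino acid shortage, CHAC1, DDIT4 and the amino acid transporter gene SLC38A2 were lower and 21 did not pass the test (5 lower when adjusted over the list alone, adjusted p = 0.333 with an estimated correlation). Of 14 endothelial markers, PECAM1 fell by 0.75 and PLVAP by 0.49 on the log2 scale and 12 did not pass the test (2 lower when adjusted over the list alone, adjusted p = 0.604 with an estimated correlation). Of 12 smooth muscle markers, the myosin gene MYH11 fell from 182 ± 16.1 to 112 ± 10.4 FPKM and 11 did not pass the test (9 lower when adjusted over the list alone, adjusted p = 0.432 with an estimated correlation). In the paper's table for this comparison, CA3B, CHAC1 and FILIP1L have the smallest q. The carbonic anhydrase gene CA3B (gene 420209) was 6.03 ± 1.26 FPKM in MG_KC and 31 ± 2.19 FPKM in MG (log2 change -2.20, SE 0.576, adjusted p = 0.099), and FILIP1L fell from 29.2 ± 2.38 to 12 ± 1.02 FPKM.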

The volcano plots illustrated the global distribution of genes, revealing distinct differences in gene expression levels in the lung between the MG and MG_KC groups (Figure 4C). 

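AMD1 (gene 421755) was the gene of amino acid metabolism that changed between MG_KC and MG in the lung. AMD1 fell to 77.1 ± 4.73 FPKM (SD, n = 3), a log2 change of -0.70 (SE 0.0897, adjusted p = 0.0178 from limma), and stands in the lists of cysteine and methionine and of arginine and proline metabolism. The sulfur transferase genes MPST and TST were 19.9 ± 2.61 and 67.3 ± 9.42 FPKM in MG_KC, against 12.2 ± 2 and 43.2 ± 6.79 FPKM in MG (adjusted p = 0.0624 and 0.0626), and the dipeptidase gene CNDP2 63.4 ± 20.5 against 30.9 ± 3.32 FPKM (adjusted p = 0.053). Of 39 genes of cysteine and methionine metabolism, 1 was lower, none was higher and 38 did not pass the test (6 higher and 1 lower when adjusted over the list alone, adjusted p = 0.795 with an estimated correlation), and 1 was higher and 1 lower with median-ratio scaling. Of 32 genes of arginine and proline metabolism, 1 was lower and 31 did not pass the test (1 higher and 1 lower when adjusted over the list alone, adjusted p = 0.813 with an estimated correlation), with a median change of 0.0626 relative to all genes, and of 0.0495 with TPM. Of the 14 lists, 2 held a changed gene. No list was enriched, and none at an unadjusted p under 0.05 (Fisher's exact test), with 1 of 227 genes changed over all lists, against 0.853% of the other genes (one-sided p = 0.857). The number of enriched lists was 1 with library quality weights and 1 without MG_KC replicate 3.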

KEGG pathway enrichment analysis indicated that five pathways related to amino acid metabolism were significantly enriched (Figure 4D). It is worth noting that four specific metabolic pathways, namely Cysteine and methionine metabolism, Arginine and proline metabolism, Valine, leucine and isoleucine degradation, as well as Alanine, aspartate and glutamate metabolism, are significantly enriched in both of the above enrichment analysis results (Figures 4B,D).

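A gene is counted as moved back when KC1 changed it in the opposite direction to MG, even if it passed beyond the Con level. Of the 1583 lung genes that changed with MG infection, 82 moved back with KC1, 69 that were higher and 13 that were lower in MG, and none moved further away. If both comparisons were independent, 6.25 would be expected to do so. The same MG libraries enter both comparisons with opposite sign, and in libraries simulated without any effect the covariance of the changes was -0.0414 and their correlation -0.502, against -0.093 and -0.595 in the data. AMD1 was the 1 gene among the 36 changed genes of amino acid metabolism that moved back, and the share over all genes changed by MG was 5.18%. DHH, CHAC1, FST and DDIT4 were among the other genes that moved back. Without MG replicate 2 or without MG_KC replicate 2, 0 genes moved back, and without Con replicate 3, MG replicate 1, MG replicate 3 or MG_KC replicate 1 the numbers were 37, 53, 5 and 11. With no filter on low values 33 moved back, with the groups fitted in pairs 0, with TPM 125 and with library quality weights 187.

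The effect of KC1 depended on infection for 104 genes of the lung, 12 with a higher and 92 with a lower effect in infected birds (limma, test of the difference of differences, 2624 at an unadjusted p under 0.05). The largest were TULP1, with a difference of -4.23 (SE 0.567), CHAC1 with -3.42 (SE 0.48) and FST with -3.38 (SE 0.547), and on the higher side GPX7 with 1.95, FADS2 with 1.88 and S100A11 with 1.88. TULP1 was 0.773 ± 0.519 FPKM in Con, 9.94 ± 5.75 in KC, 8.28 ± 2.09 in MG and 1.91 ± 1.08 in MG_KC (SD, n = 3). Of the 227 amino acid genes, 3 showed such a dependence. The count of 104 was 30 without Con replicate 2, 24, 18 and 2 without KC replicate 1, 2 or 3, 0 without MG replicate 2, 5 without MG replicate 3 and 26 without MG_KC replicate 2. It was 69 with no filter on low values, 168 with TPM and 559 with library quality weights.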

**Figure 4:**
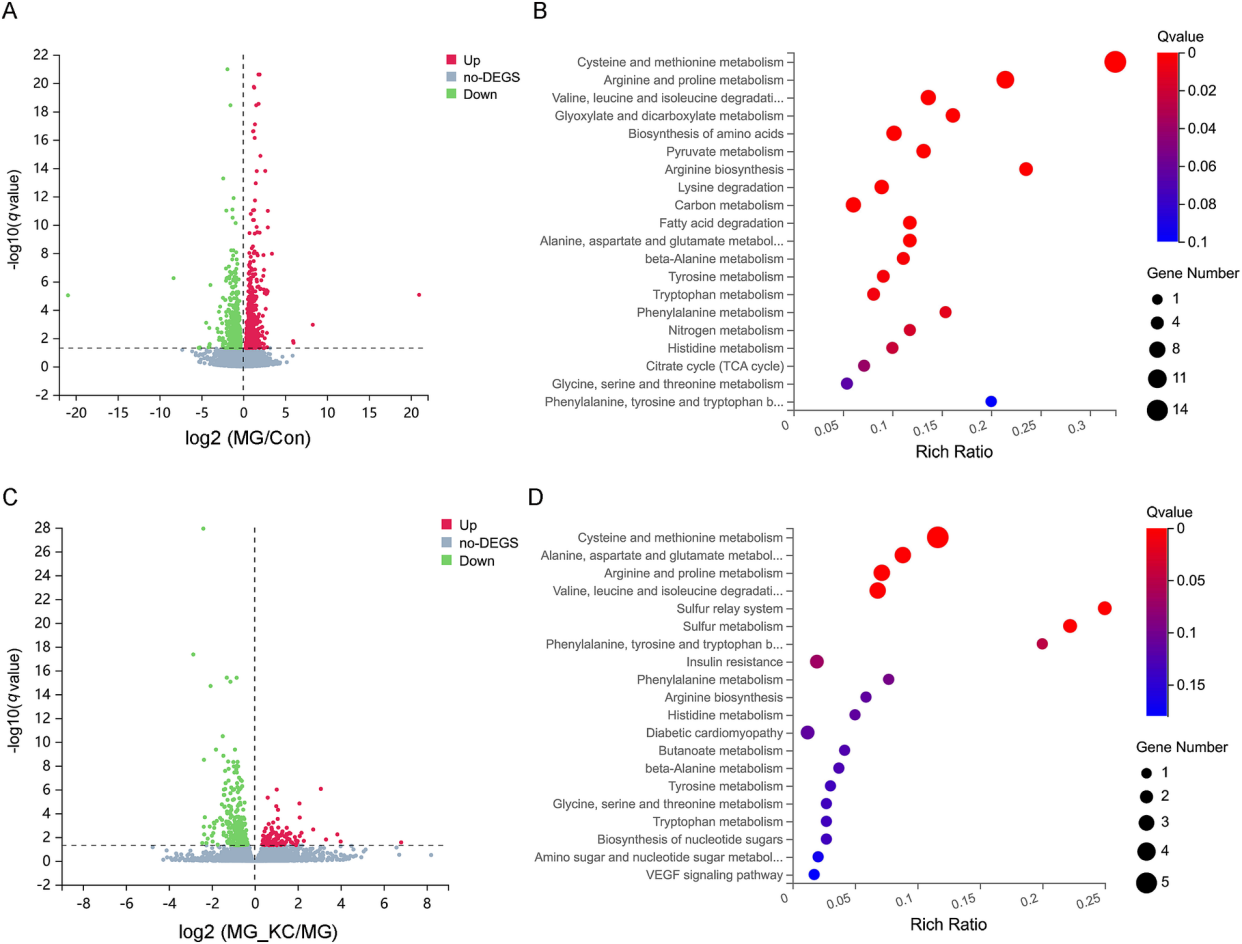
Effect of dietary *Bacillus subtilis* KC1 supplementation on the pulmonary transcriptional expression profile of MG-infected broilers. **(A)** Volcano plots showed the results of the pairwise comparisons of pulmonary genes in the Con and MG groups (*n* = 3). The significant genes are presented in red (up-regulated) or green (down-regulated). **(B)** The pathway enrichment analysis of significantly different genes in the Con and MG groups (*n* = 3). **(C)** Volcano plots showed the results of the pairwise comparisons of pulmonary genes in the MG and MG_KC groups (*n* = 3). The significant genes are presented in red (up-regulated) or green (down-regulated). **(D)** The pathway enrichment analysis of significantly different genes in the MG and MG_KC groups (*n* = 3). Con, control group; KC, *Bacillus subtilis* KC1 group; MG, *Mycoplasma gallisepticum* group; MG_KC, *Mycoplasma gallisepticum + Bacillus subtilis* KC1 group.

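In the liver of MG birds, the proline breakdown gene PRODH, the arginase gene ARG2 and the gluconeogenic gene PCK1 were higher than in Con birds, and 61 of 62 genes of cell division and 12 of 24 genes of fatty acid synthesis were lower (adjusted p = 0.534 and 0.813 with an estimated correlation). UPP2, a uridine phosphorylase gene, rose from 3.43 ± 3.17 to 232 ± 89 FPKM (SD, n = 3), a log2 change of 5.87 (SE 0.579, adjusted p = 0.000107 from limma). PRODH rose from 0.877 ± 0.362 to 57.3 ± 57.6 FPKM, and ARG2 from 2.41 ± 2.23 to 60.3 ± 37.5 FPKM. PCK1 (gene 396458), which encodes phosphoenolpyruvate carboxykinase, rose from 11.5 ± 8.26 to 137 ± 61.7 FPKM. MT4L and CYP1A1 were the other genes among the 6 largest rises, with log2 changes of 4.09 and 3.67. RRM2, which encodes a subunit of ribonucleotide reductase, fell from 81.4 ± 46.1 to 1.82 ± 1.95 FPKM, and the malic enzyme gene ME1 from 532 ± 242 to 44.3 ± 37.9 FPKM. The fat storage gene G0S2 fell by 4.59 and ANGPTL4 by 4.51 on the log2 scale. The records named gene-DGUOK and gene-NR1D1-2 fell by 4.08 and 4.04.

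In the liver 3164 of 11114 genes changed, 430 higher and 2734 lower in MG (limma, 4582 at an unadjusted p under 0.05). The median log2 change of all genes was -0.25, and a list median is set against it where it is called relative to all genes. With median-ratio scaling it was 0.000334, and 1181 genes were higher and 1304 lower. CYP2C23a, SRRM4 and CYP2C23b have the smallest q in the paper's table. CYP2C23a (gene 414746), a cytochrome P450 gene, rose from 173 ± 35.8 to 785 ± 53.6 FPKM, CYP2C23b from 56.9 ± 21.9 to 446 ± 35.9 FPKM and SRRM4 (gene 416989) from 0.437 ± 0.0115 to 3.78 ± 0.567 FPKM. The number of changed genes was 1956 without Con replicate 3 and 2004 without MG replicate 3.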

A total of 2,738 significantly differential genes in the liver were identified in the MG group compared with the Con group (Supplementary File S6). 

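Genes of cell division, fatty acid synthesis, purine synthesis and the circadian clock were among those that differed between MG and Con livers. Birds excrete nitrogen as uric acid, which the liver makes through purine synthesis. Of 62 genes of cell division, 61 were lower in MG, none was higher and 1 did not pass the test (61 lower when adjusted over the list alone, adjusted p = 0.534 with an estimated correlation), with a median log2 change of -2.09 relative to all genes. MCM6, a DNA replication gene, fell from 17.3 ± 6.5 to 1.27 ± 0.796 FPKM (SD, n = 3), and E2F8 from 6.65 ± 2.81 to 0.297 ± 0.163 FPKM. Of 24 genes of fatty acid synthesis, 1 was higher, 12 lower and 11 did not pass the test (1 higher and 13 lower when adjusted over the list alone, adjusted p = 0.813 with an estimated correlation). The desaturase gene SCD fell from 918 ± 204 to 105 ± 63.1 FPKM and the acyltransferase genes AGPAT2 and GPAM by 1.58 and 1.94 on the log2 scale. Of 12 genes of purine synthesis and uric acid formation, 7 were higher, 3 lower and 2 did not pass the test (7 higher and 3 lower when adjusted over the list alone, adjusted p = 0.214 with an estimated correlation), and 9 were higher and 2 lower with median-ratio scaling. ATIC rose from 1020 ± 279 to 5130 ± 894 FPKM and XDH, which encodes the enzyme that makes uric acid, from 75.1 ± 13.9 to 262 ± 37 FPKM. Of 22 genes of fasting and gluconeogenesis, 9 were higher, 2 lower and 11 did not pass the test (10 higher and 2 lower when adjusted over the list alone, adjusted p = 0.255 with an estimated correlation). KLF15, which encodes a transcription factor of amino acid breakdown, rose from 16.9 ± 2.62 to 138 ± 26.2 FPKM, and PDK4 and IGFBP2 rose by 3.51 and 3.06 on the log2 scale. The mean log2 level of the fasting list was 4.95 in Con, 6.37 in KC and 5.66 in MG. It was thus above Con in uninfected birds fed KC1 too, and so were XDH and ATIC.

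Of 18 clock genes, 7 were higher, 3 lower and 8 did not pass the test (7 higher and 4 lower when adjusted over the list alone, adjusted p = 0.534 with an estimated correlation). The clock activator genes ARNTL and NPAS2 fell from 17.4 ± 1.66 to 1.33 ± 0.187 FPKM and from 5.53 ± 1.29 to 0.167 ± 0.0462 FPKM. PER3 rose from 1.6 ± 0.554 to 8.48 ± 0.687 FPKM and NR1D2 from 1.39 ± 0.5 to 6.48 ± 0.878 FPKM. Of 17 macrophage markers, 8 were lower, none was higher and 9 did not pass the test (8 lower when adjusted over the list alone, adjusted p = 0.813 with an estimated correlation), and 3 were lower with median-ratio scaling. CYBB, which encodes a subunit of the phagocyte oxidase, fell from 16 ± 3.67 to 4.7 ± 1.06 FPKM, and C1QB and MPEG1 by 0.72 and 0.54 on the log2 scale.

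**Figure D3:**
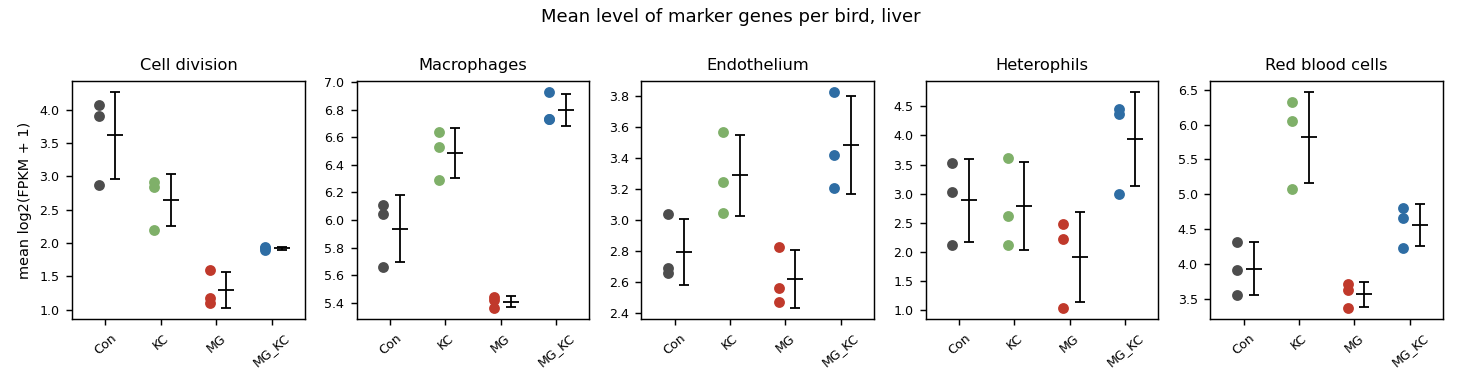
Mean level, in log2(FPKM + 1), of the genes of cell division and of the markers of macrophages, endothelium, heterophils and red blood cells in the liver for the 4 groups. Each point is 1 bird, and bars give the mean and SD of 3 birds. The macrophage markers were at 5.41 ± 0.0416 in MG and 6.8 ± 0.115 in MG_KC.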

The volcano plots illustrated the global distribution of genes, revealing distinct differences in gene expression levels in the liver between the Con and MG groups (Figure 5A). 

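Most of the genes that changed in serine, glycine and threonine metabolism and in the breakdown of tryptophan and branched-chain amino acids were higher in the liver of MG birds than in that of Con birds. PSAT1 (gene 427263), an enzyme of serine synthesis, rose from 176 ± 91.9 to 1930 ± 564 FPKM (SD, n = 3), a log2 change of 3.55 (SE 0.368, adjusted p = 0.000111 from limma). PSPH, the last enzyme of serine synthesis, rose from 2570 ± 394 to 12200 ± 2920 FPKM, and TDH, a threonine dehydrogenase, from 36.1 ± 5.86 to 240 ± 57 FPKM. The aminotransferase genes GPT2 (gene 415746) and TAT rose from 33.3 ± 4.99 to 265 ± 78.2 and from 409 ± 28.2 to 1240 ± 236 FPKM. Methionine synthase (MTR) fell from 11.9 ± 0.463 to 4.26 ± 0.397 FPKM. PSAT1, GPT2 and TAT were also above Con in uninfected birds fed KC1. In those birds 5 of 34 genes of glycine, serine and threonine metabolism differed from Con, with 4.89 expected from all genes (limma). For tryptophan metabolism it was 4 of 32, with 4.6 expected, and for branched-chain amino acid degradation 5 of 39, with 5.61 expected.

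Of 34 genes of glycine, serine and threonine metabolism, 13 were higher, 3 lower and 18 did not pass the test (13 higher and 4 lower when adjusted over the list alone, adjusted p = 0.101 with an estimated correlation), with a median log2 change of 0.516 relative to all genes, and 16 were higher and 1 lower with median-ratio scaling. Of 32 genes of tryptophan metabolism, 12 were higher, 2 lower and 18 did not pass the test (15 higher and 3 lower when adjusted over the list alone, adjusted p = 0.101 with an estimated correlation), among them KYNU and ACMSD with log2 changes of 2.11 and 2.45. Of 39 genes of valine, leucine and isoleucine degradation, 12 were higher, 4 lower and 23 did not pass the test (15 higher and 4 lower when adjusted over the list alone, adjusted p = 0.134 with an estimated correlation). With median-ratio scaling 20 were higher and none lower, and with TPM 9 were higher and 1 lower. BCKDHB, a subunit of the branched-chain ketoacid dehydrogenase, rose from 40.6 ± 5.18 to 119 ± 10.7 FPKM. Of 54 genes of amino acid biosynthesis, 19 were higher, 16 lower and 19 did not pass the test (20 higher and 18 lower when adjusted over the list alone, adjusted p = 0.101 with an estimated correlation), and 21 were higher and 8 lower with median-ratio scaling, with a median relative to all genes of 0.143 before and 0.195 after this scaling. Of 39 genes of cysteine and methionine metabolism, 9 were higher, 11 lower and 19 did not pass the test (10 higher and 13 lower when adjusted over the list alone, adjusted p = 0.238 with an estimated correlation), and 14 were higher and 4 lower with median-ratio scaling and 9 higher and 5 lower with TPM. The median of that list relative to all genes was 0.145, and 0.19 with median-ratio scaling. Of 48 genes of lysine degradation, 5 were higher, 12 lower and 31 did not pass the test (6 higher and 12 lower when adjusted over the list alone, adjusted p = 0.483 with an estimated correlation), and 11 were higher and 5 lower with median-ratio scaling, with a median relative to all genes of 0.208 before and 0.232 after it. Camera, which sets a list against all other genes, pointed upward for the last 3 lists, whose mean changes were 0.314, 0.115 and -0.0895. AASS, the first enzyme of lysine breakdown, rose from 5.81 ± 0.973 to 32.3 ± 6.36 FPKM. The 24 histone lysine methyltransferases of that list, which modify chromatin, included 8 that were lower, EZH2, WHSC1, SMYD2 and SUV39H1 among them, and 16 that did not pass the test (8 lower when adjusted over the list alone, adjusted p = 0.863 with an estimated correlation). With median-ratio scaling 2 of them were higher and 4 lower, and their median relative to all genes was 0.0218 before and 0.0331 after it.

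Every one of the 14 lists held a changed gene, 5 were enriched at an unadjusted p under 0.05 and 2 after adjustment (Fisher's exact test). These were amino acid biosynthesis, with 35 changed genes where 15.4 were expected (adjusted p = 4.09e-07), and cysteine and methionine metabolism, with 20 where 11.1 were expected (adjusted p = 0.0152). Over all lists together, 112 of 241 genes changed, 59 higher and 53 lower, which is 46.5% against 28.1% of the other genes (one-sided Fisher's exact test, p = 1.55e-09, with genes taken as independent). With median-ratio scaling 84 were higher and 23 lower. The number of enriched lists was 1 without MG replicate 1, 1 against a background of the listed genes alone, 7 without the genes that stand in 4 or more lists, 4 with 0.1 in place of 1 added before the logarithm and 8 with median-ratio scaling.

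**Figure D4:**
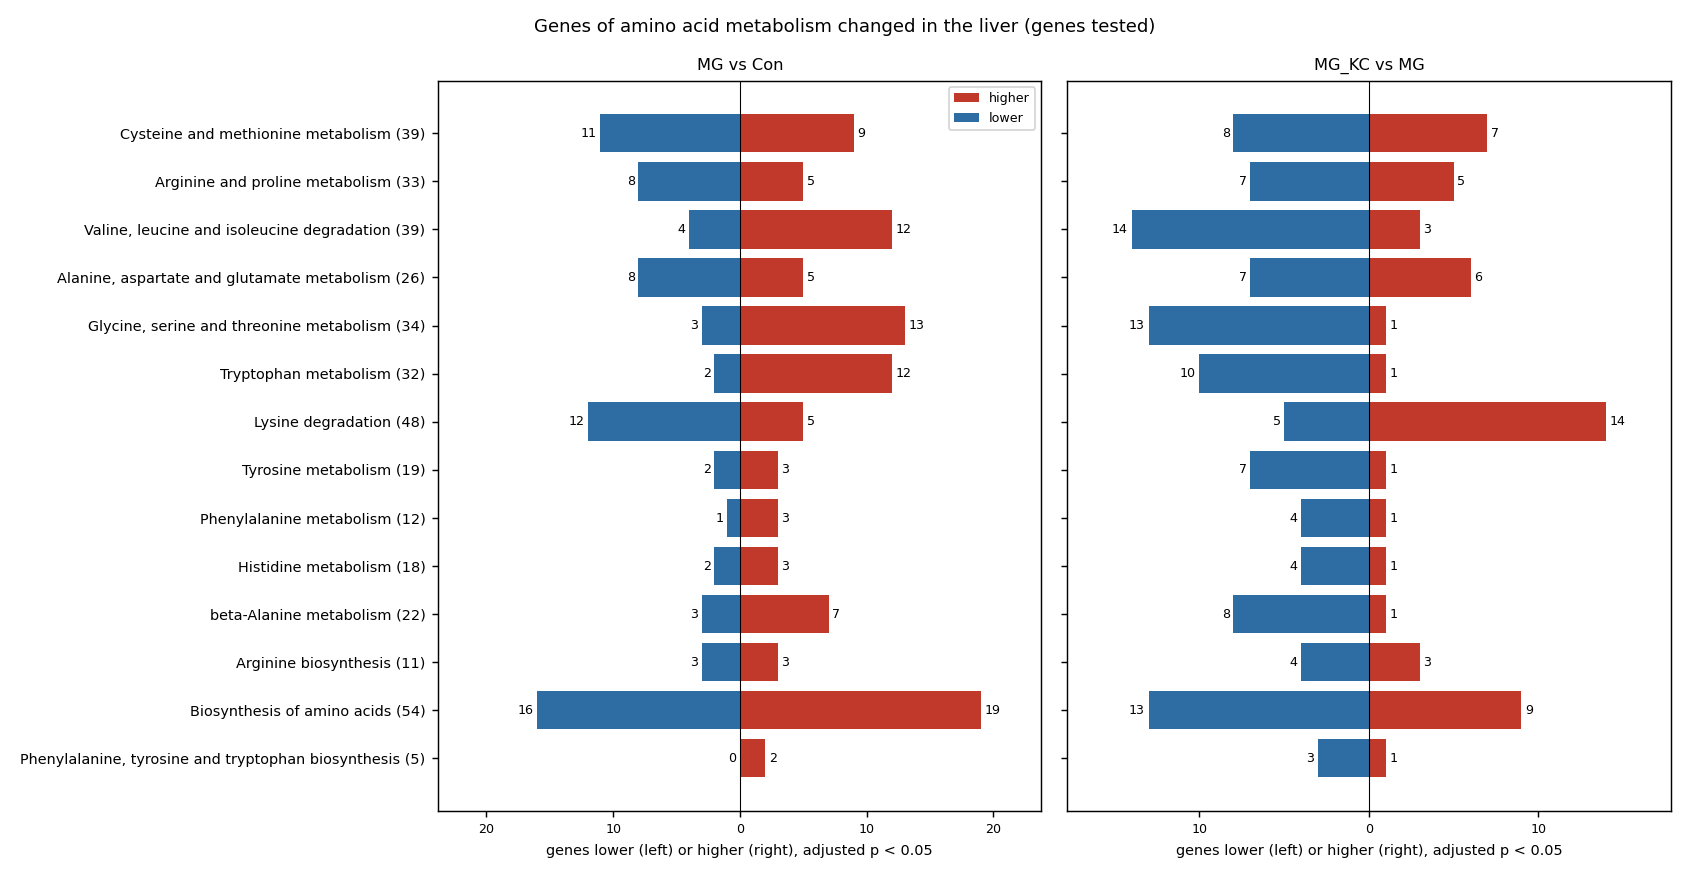
Genes of each of the 14 amino acid lists that were higher (red, to the right) or lower (blue, to the left) in the liver, for MG against Con and for MG_KC against MG, with the number of genes tested in brackets. In MG against Con amino acid biosynthesis had 19 higher and 16 lower genes, and 21 and 8 with median-ratio scaling.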

KEGG pathway enrichment analysis indicated that 14 pathways related to amino acid metabolism were significantly enriched (Figure 5B). Furthermore, a total of 2,967 significantly differential genes in the liver were identified in the MG_KC group compared with the MG group (Supplementary File S7). 

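The liver of infected birds that ate KC1 had more RNA of 16 of 17 macrophage markers and 7 of 12 heterophil markers than the liver of birds infected without KC1 (adjusted p = 0.372 and 0.58 with an estimated correlation). It had less RNA of 13 of 34 genes of glycine, serine and threonine metabolism and of 10 of 32 genes of tryptophan metabolism (adjusted p = 0.0316 and 0.0363 with an estimated correlation). The largest rise was that of the epithelial gene CLCA1, from 0.313 ± 0.259 to 25.9 ± 27.6 FPKM (SD, n = 3), a log2 change of 3.30 (SE 1.01, adjusted p = 0.0333 from limma). AvBD2, AvBD1 and AvBD7, which encode antimicrobial defensins of heterophils, rose by 3.15, 2.93 and 2.77 on the log2 scale, and LECT2, which encodes a chemotactic protein, from 2.73 ± 2.3 to 25.1 ± 15.2 FPKM. FABP3 rose from 4.43 ± 3.48 to 44.8 ± 35 FPKM. CHAC1 fell from 132 ± 82.1 to 4.33 ± 5.56 FPKM, the creatine synthesis gene GATM from 512 ± 111 to 146 ± 106 FPKM and PDK4 from 59.1 ± 25.8 to 10.5 ± 10.6 FPKM. HSPB9, SULT and SCD fell by 2.73, 2.65 and 2.28 on the log2 scale.

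In this comparison 2867 of 11114 genes changed, 2535 higher and 332 lower in MG_KC (limma, 4528 at an unadjusted p under 0.05). The median change of all genes was 0.235 and turned to -0.0216 with median-ratio scaling, with which 1227 genes were higher and 1655 lower. The number of changed genes was 1535 without MG replicate 1, 1655 without MG replicate 3 and 1777 with a filter at an FPKM of 5, and without MG_KC replicate 3 it was 1609 higher and 533 lower, with a median change of 0.151.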

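Most markers of macrophages, and 7 of 12 markers of heterophils, the chicken counterpart of neutrophils, were higher in the liver of MG_KC birds than in that of MG birds (adjusted p = 0.372 and 0.58 with an estimated correlation). Some markers of endothelium and red blood cells were higher too, fewer of them with median-ratio scaling. Of 17 macrophage markers in the liver, 16 were higher in MG_KC than in MG, none was lower and 1 did not pass the test (16 higher when adjusted over the list alone, adjusted p = 0.372 with an estimated correlation), with a median log2 change of 1.2 relative to all genes. MARCO (gene 395488), which encodes a scavenger receptor of macrophages, rose from 56.8 ± 4.19 to 245 ± 34.3 FPKM (SD, n = 3), a log2 change of 2.09 (SE 0.22, adjusted p = 0.000918 from limma). C1QA (gene 419504) rose from 82.3 ± 4.95 to 259 ± 21 FPKM and LGALS3 (gene 373917) from 35.1 ± 2.97 to 141 ± 9.65 FPKM. MARCO, LGALS3 and C1QA have the smallest q in the paper's table for this comparison. These genes stand in the macrophage list, which was written after the leading genes of the paper's tables had been seen. The count of 16 is therefore not independent of them. Of 39 genes of inflammatory cytokines, chemokines and their receptors, 16 were higher, 1 lower and 22 did not pass the test (21 higher and 2 lower when adjusted over the list alone, adjusted p = 0.642 with an estimated correlation), and 13 were higher and 3 lower with median-ratio scaling. CSF1R, the receptor of a macrophage growth factor, rose from 19.3 ± 3.34 to 53.8 ± 6.49 FPKM, and IL2RA, TNFRSF1A and TNFRSF1B by 1.21, 1.20 and 1.20 on the log2 scale. Of 34 interferon-stimulated genes, 14 were higher, DTX3L and IFI30 among them, none was lower and 20 did not pass the test (22 higher when adjusted over the list alone, adjusted p = 0.683 with an estimated correlation), and 6 were higher with median-ratio scaling.

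Of 12 heterophil markers, 7 were higher, none was lower and 5 did not pass the test (10 higher when adjusted over the list alone, adjusted p = 0.58 with an estimated correlation). Of 13 endothelial markers, 10 were higher, none was lower and 3 did not pass the test (11 higher when adjusted over the list alone, adjusted p = 0.58 with an estimated correlation), and 6 were higher with median-ratio scaling, with CDH5 at 33.8 ± 5.48 FPKM in MG_KC and 11.2 ± 1.65 FPKM in MG. Of 13 red blood cell markers, 8 were higher, none was lower and 5 did not pass the test (10 higher when adjusted over the list alone, adjusted p = 0.65 with an estimated correlation), and 4 were higher with median-ratio scaling. The haemoglobin gene HBM rose from 373 ± 132 to 1230 ± 272 FPKM. Macrophage markers were above all genes by 1.2, endothelial markers by 0.583, red blood cell markers by 0.985 and heterophil markers by 1.88 on the log2 scale.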

The volcano plots illustrated the global distribution of genes, revealing distinct differences in gene expression levels in liver between the MG and MG_KC groups (Figure 5C). 

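Most of the genes that changed in serine, glycine, tryptophan and branched-chain amino acid metabolism were lower in MG_KC livers than in MG livers. PHGDH (gene 424381), the first enzyme of serine synthesis, fell from 1390 ± 384 to 632 ± 16 FPKM (SD, n = 3), a log2 change of -1.10 (SE 0.242, adjusted p = 0.00862 from limma). GCAT, a threonine breakdown enzyme, fell from 243 ± 30.8 to 104 ± 18.4 FPKM, and HAAO, an enzyme of the kynurenine pathway, from 235 ± 36.9 to 100 ± 22.5 FPKM. ASS1 (gene 417185) and ASL2 (gene 417545), enzymes of arginine synthesis from citrulline, rose from 28.8 ± 11.7 to 87.9 ± 8.44 FPKM and from 3.3 ± 1.43 to 14.7 ± 5.45 FPKM. The amino acid oxidase gene IL4I1 rose from 4.49 ± 2.62 to 30.1 ± 15.1 FPKM.

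Of 34 genes of glycine, serine and threonine metabolism, 1 was higher, 13 lower and 20 did not pass the test (1 higher and 21 lower when adjusted over the list alone, adjusted p = 0.0316 with an estimated correlation), with a median log2 change of -0.857 relative to all genes, and none was higher and 28 lower with median-ratio scaling. Of 32 genes of tryptophan metabolism, 1 was higher, 10 lower and 21 did not pass the test (1 higher and 15 lower when adjusted over the list alone, adjusted p = 0.0363 with an estimated correlation), and 19 were lower with median-ratio scaling and 5 with TPM. Of 39 genes of valine, leucine and isoleucine degradation, 3 were higher, 14 lower and 22 did not pass the test (4 higher and 18 lower when adjusted over the list alone, adjusted p = 0.0689 with an estimated correlation), and 4 were higher and 10 lower with TPM and 3 higher and 25 lower with median-ratio scaling. ABAT, an aminotransferase gene, fell from 93.3 ± 7.59 to 45.6 ± 12.7 FPKM and BCAT1 rose from 1.58 ± 0.238 to 4.16 ± 0.176 FPKM. Of 26 genes of alanine, aspartate and glutamate metabolism, 6 were higher, 7 lower and 13 did not pass the test (6 higher and 8 lower when adjusted over the list alone, adjusted p = 0.108 with an estimated correlation), and 5 were higher and 10 lower with median-ratio scaling. The median change of that list, -0.119, turned to 0.0377 with no filter on low values, and its mean was 0.0708 while camera pointed downward. Of 11 genes of arginine biosynthesis, 3 were higher, 4 lower and 4 did not pass the test (3 higher and 4 lower when adjusted over the list alone, adjusted p = 0.0463 with an estimated correlation), with a median change of -0.659 relative to all genes. Of 5 genes of phenylalanine, tyrosine and tryptophan biosynthesis, 1 was higher, 3 lower and 1 did not pass the test (1 higher and 3 lower when adjusted over the list alone, adjusted p = 0.0363 with an estimated correlation), with a median change of -0.552, a mean of 0.0174 and a downward direction from camera. Of 54 genes of amino acid biosynthesis, 9 were higher, 13 lower and 32 did not pass the test (11 higher and 16 lower when adjusted over the list alone, adjusted p = 0.0435 with an estimated correlation), with 7 higher and 27 lower under median-ratio scaling and 10 higher and 9 lower under TPM. Of 48 genes of lysine degradation, 14 were higher, 5 lower and 29 did not pass the test (16 higher and 8 lower when adjusted over the list alone, adjusted p = 0.701 with an estimated correlation), and 8 were higher and 10 lower with median-ratio scaling, with a median relative to all genes of -0.0741 before and -0.102 after it. Of its 24 histone lysine methyltransferases, 11 were higher, EHMT1 and KMT5A among them, and 13 did not pass the test (13 higher when adjusted over the list alone, adjusted p = 0.58 with an estimated correlation), and 5 were higher with median-ratio scaling.

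All 14 lists held changed genes, 7 were enriched at an unadjusted p under 0.05 and 5 after adjustment (Fisher's exact test). Valine, leucine and isoleucine degradation had 17 changed genes where 10.1 were expected, alanine, aspartate and glutamate metabolism 13 where 6.71 were expected, arginine biosynthesis 7 where 2.84 were expected and amino acid biosynthesis 22 where 13.9 were expected, each at an adjusted p of 0.0413. Phenylalanine, tyrosine and tryptophan biosynthesis had 4 where 1.29 were expected (adjusted p = 0.0491). Over the lists together, 97 of 241 genes changed, 36 higher and 61 lower, which is 40.2% against 25.5% of the other genes (one-sided Fisher's exact test, p = 5.03e-07, with genes taken as independent), and 22 were higher and 112 lower with median-ratio scaling. No list was enriched without MG replicate 1, MG replicate 3, MG_KC replicate 1 or MG_KC replicate 2, with TPM, with the MG and MG_KC groups fitted alone, against the listed genes alone or without the genes that stand in 4 or more lists. The number was 2 without MG replicate 2, 13 without MG_KC replicate 3, 9 with no filter on low values, 8 with a filter at an FPKM of 5, 9 with library quality weights and 12 with median-ratio scaling.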

KEGG pathway enrichment analysis indicated that 14 pathways related to amino acid metabolism were significantly enriched (Figure 5D). It is worth noting that 14 metabolic pathways, including valine, leucine, and isoleucine degradation; cysteine and methionine metabolism; glycine, serine, and threonine metabolism; tryptophan metabolism; arginine and proline metabolism; biosynthesis of amino acids; lysine degradation; alanine, aspartate, and glutamate metabolism; histidine metabolism; beta-alanine metabolism; tyrosine metabolism; arginine biosynthesis; phenylalanine metabolism; and phenylalanine, tyrosine, and tryptophan biosynthesis, are significantly enriched in both of the above enrichment analysis results (Figures 5B,D).

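A gene moved back when it changed with MG and then changed the opposite way with KC1 in infected birds. It may also have passed beyond the Con level. The mean log2 level of the macrophage markers was 5.94 in Con, 5.41 in MG and 6.8 in MG_KC. Genes of amino acid metabolism that were higher in MG livers were among those that moved back. Of the 3164 liver genes that changed with MG infection, 1034 moved back with KC1, 97 that were higher and 937 that were lower in MG, and 33 moved further away. With median-ratio scaling 728 moved back, 488 that were higher and 240 that were lower in MG, so this split by direction rests on the scaling. If the comparisons were independent, 636 would be expected to move back, and 321 with median-ratio scaling. They share the MG libraries with opposite sign, so they are not independent. In libraries simulated without any effect the covariance of the changes was -0.0341, against -0.116 in the data, but their correlation of -0.395 in the data was nearer 0 than the simulated -0.502. Among the 112 changed genes of amino acid metabolism, 59 moved back, 35 of them from a higher level in MG, and with median-ratio scaling 67 of 107, 61 of them from a higher level. In FPKM, the share over all genes changed by MG was 32.7%. Of all genes changed by MG, 1313 still differed from Con in the same direction in MG_KC birds. The number that moved back was 461 without MG replicate 1, 434 without MG replicate 3 and 653 with a filter at an FPKM of 5.

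The effect of KC1 depended on infection for 874 liver genes, 662 with a higher and 212 with a lower effect in infected birds (limma, 3174 at an unadjusted p under 0.05). The median of this difference over all genes was 0.245 and 0.0243 with median-ratio scaling, with which 321 were higher and 478 lower. PCK1 showed a difference of -6.91 (SE 1.1, adjusted p = 0.00955), with 759 ± 123 FPKM in KC and 136 ± 162 FPKM in MG_KC (SD, n = 3). IGFBP1 and PDK4 followed with differences of -5.91 and -5.55, and on the higher side G0S2, ACSBG2 and OSGIN1 with 5.09, 4.11 and 3.59. In the lists of amino acid metabolism 64 of 241 genes showed such a dependence, 19 higher and 45 lower, which is 26.6% against 7.45% of the other genes (one-sided Fisher's exact test, p = 8.36e-19). This test takes genes as independent and leaves out the spread between birds. Of the 54 genes of amino acid biosynthesis, 9 were higher, 15 lower and 30 did not pass the test (14 higher and 20 lower when adjusted over the list alone, adjusted p = 0.0432 with an estimated correlation), and 4 were higher and 20 lower with median-ratio scaling. GPT2, PSAT1 and TAT had differences of -2.78, -3.91 and -2.16. Of the 34 genes of glycine, serine and threonine metabolism, 9 were lower, none was higher and 25 did not pass the test (13 lower when adjusted over the list alone, adjusted p = 0.0192 with an estimated correlation), and 15 were lower with median-ratio scaling. Of the 12 genes of purine synthesis and uric acid formation, 3 were higher, 7 lower and 2 did not pass the test (3 higher and 8 lower when adjusted over the list alone, adjusted p = 0.22 with an estimated correlation). Of the 62 genes of cell division, 23 were higher, none was lower and 39 did not pass the test (58 higher when adjusted over the list alone, adjusted p = 0.442 with an estimated correlation), and 14 were higher with median-ratio scaling. The count of 874 was 300 without Con replicate 3, 414, 495 and 267 without KC replicate 1, 2 or 3, 271 without MG replicate 1, 233 without MG replicate 3, 533 without MG_KC replicate 2 and 432 with no filter on low values, and without MG_KC replicate 3 it was 378 higher and 264 lower.

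**Figure D5:**
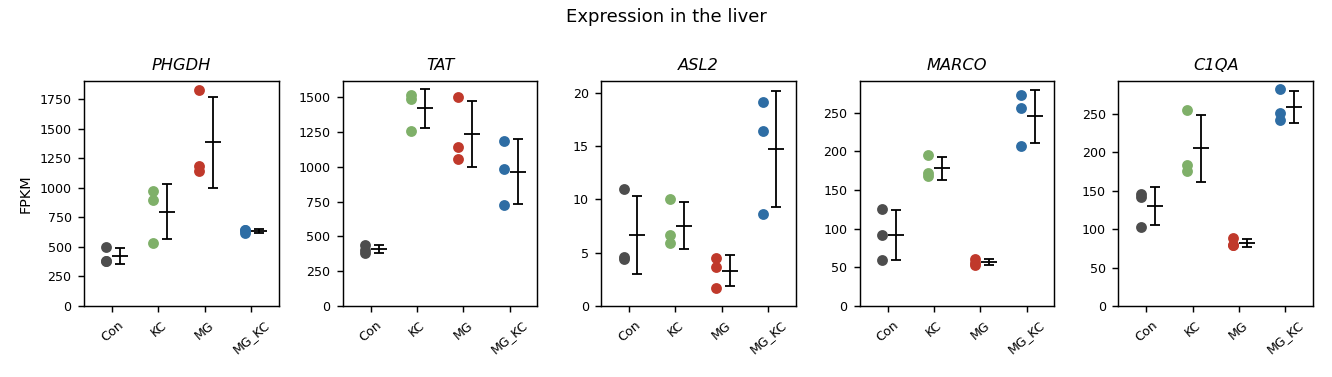
Expression of 5 genes in the liver, in FPKM, for the Con, KC, MG and MG_KC groups. Each point is 1 bird, and bars give the mean and SD of 3 birds. TAT was 1420 ± 138 FPKM in KC.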

**Figure 5:**
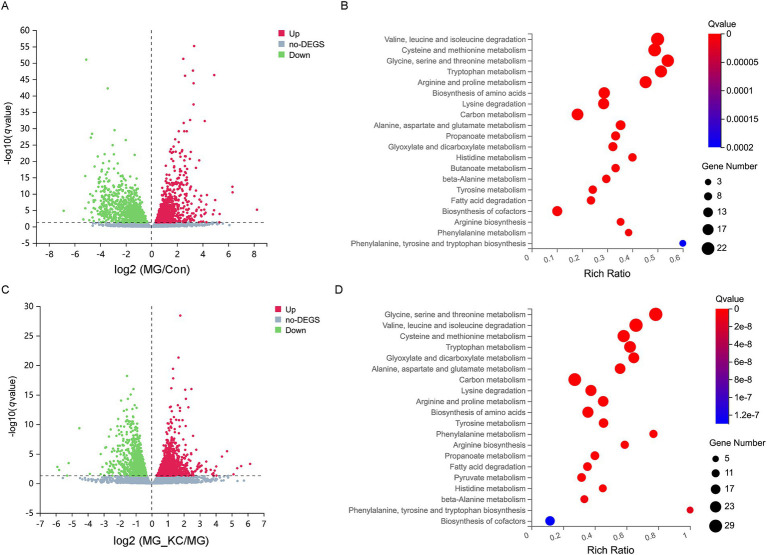
Effect of dietary *Bacillus subtilis* KC1 supplementation on the hepatic transcriptional expression profile of MG-infected broilers. **(A)** Volcano plots showed the results of the pairwise comparisons of hepatic genes in the Con and MG groups (*n* = 3). The significant genes presented in red (up-regulated) or green (down-regulated). **(B)** The pathway enrichment analysis of significantly different genes in the Con and MG groups (*n* = 3). **(C)** Volcano plots showed the results of the pairwise comparisons of hepatic genes in the MG and MG_KC groups (*n* = 3). The significant genes are presented in red (up-regulated) or green (down-regulated). **(D)** The pathway enrichment analysis of significantly different genes in the MG and MG_KC groups (*n* = 3). Con, control group; KC, *Bacillus subtilis* KC1 group; MG, *Mycoplasma gallisepticum* group; MG_KC, *Mycoplasma gallisepticum + Bacillus subtilis* KC1 group.

A total of 3,553 significantly differential genes in the ileum were identified in the MG group compared with the Con group (Supplementary File S8). 

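The ileum is the last part of the small intestine, and its wall holds absorbing enterocytes, dividing crypt cells, connective tissue and muscle. Of 30 genes of digestion and nutrient uptake at the enterocyte surface 16 were higher in MG than in Con birds, and 10 of 12 smooth muscle markers, 10 of 14 fibroblast markers and all 63 genes of cell division were lower, with an adjusted p between 0.537 and 0.617 for these lists with an estimated correlation. SLC15A1, which encodes the peptide transporter of the gut, rose from 76.2 ± 55.4 to 627 ± 143 FPKM (SD, n = 3), a log2 change of 3.40 (SE 0.545, adjusted p = 0.00305 from limma). PCK1 rose from 25.4 ± 20.3 to 286 ± 112 FPKM, and the surface peptidase genes MME and ACE by 3.36 and 3.17 on the log2 scale. SOT3A1L rose from 76.8 ± 22.1 to 486 ± 96.1 FPKM. The actin gene ACTC1 fell from 88 ± 45.4 to 8.31 ± 2.4 FPKM and the fatty acid binding gene FABP4 from 230 ± 158 to 28.6 ± 14.9 FPKM. RBP7, GTPBP10, GINS1 and S100A11 fell by 2.60, 2.50, 2.45 and 2.42 on the log2 scale.

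In the ileum 3898 of 12427 genes changed, 1071 higher and 2827 lower in MG (limma, 5539 at an unadjusted p under 0.05). The median log2 change of all genes was -0.176, and a list median is set against it where it is called relative to all genes. It was 0.0158 with median-ratio scaling, with 2115 genes higher and 1677 lower, and -0.0375 with TPM, with 1599 higher and 1861 lower. ZWILCH, IDI1 and ABCA13 have the smallest q in the paper's table. ZWILCH (gene 415552), which encodes a mitotic checkpoint protein, fell from 23.8 ± 2.32 to 6.54 ± 0.924 FPKM and IDI1 (gene 420459), an enzyme of cholesterol synthesis, from 32.4 ± 2.79 to 6.38 ± 1.51 FPKM. ABCA13 (gene 420943) rose from 0.593 ± 0.0451 to 2.49 ± 0.73 FPKM. The number of changed genes was 1851 without Con replicate 3, 1875 without MG replicate 1 and 2350 with the MG and Con groups fitted alone.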

The volcano plots illustrated the global distribution of genes, revealing distinct differences in gene expression levels in the ileum between the Con and MG groups (Figure 6A). 

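Genes of dividing cells and most markers of smooth muscle and fibroblasts were lower in the ileum of MG birds, and 8 of 15 enterocyte markers and 16 of 30 genes of their digestive surface were higher. None of these lists passed with an estimated correlation (adjusted p between 0.537 and 0.617). The levels of the enterocyte and digestive genes were lowest in Con replicate 3, and without it 4 of 15 and 11 of 30 were higher, with medians of 0.726 and 0.886 in place of 1.16 and 1.38. Without that library 5 of 14 fibroblast markers and 6 of 22 genes of fatty acid synthesis were lower. Changes of this kind can come from a different share of cell types in the piece of tissue. All 63 tested genes of cell division were lower in the ileum of MG birds than in that of Con birds (63 lower when adjusted over the list alone, adjusted p = 0.577 with an estimated correlation), with a median log2 change of -1.16 relative to all genes. CDK2, a kinase gene of the cell cycle, fell from 80.7 ± 31.7 to 16.8 ± 2.78 FPKM (SD, n = 3). Of 30 genes of brush border digestion and nutrient uptake, 16 were higher, none was lower and 14 did not pass the test (21 higher when adjusted over the list alone, adjusted p = 0.537 with an estimated correlation), with a median of 1.56 relative to all genes. The fructose transporter gene SLC2A5 rose from 12.1 ± 5.2 to 61.9 ± 33.8 FPKM, and MEP1B and ENPEP by 2.52 and 2.37 on the log2 scale. Of 15 enterocyte markers, 8 were higher, none was lower and 7 did not pass the test (11 higher when adjusted over the list alone, adjusted p = 0.537 with an estimated correlation). FABP2, an abundant enterocyte marker, rose from 1630 ± 1060 to 7040 ± 3650 FPKM. Of 12 smooth muscle markers, 10 were lower, none was higher and 2 did not pass the test (11 lower when adjusted over the list alone, adjusted p = 0.617 with an estimated correlation), with a median of -1.36 relative to all genes. The abundant TPM2 and CNN1 fell from 3940 ± 1560 to 1060 ± 168 FPKM and from 1580 ± 694 to 381 ± 62.3 FPKM. Of 14 fibroblast markers, 10 were lower, LUM, COL6A1, COL1A2 and COL1A1 among them, none was higher and 4 did not pass the test (12 lower when adjusted over the list alone, adjusted p = 0.617 with an estimated correlation).

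Of 23 genes of cholesterol synthesis, 18 were lower, none was higher and 5 did not pass the test (19 lower when adjusted over the list alone, adjusted p = 0.617 with an estimated correlation). MVD fell from 29.7 ± 9.34 to 8.93 ± 0.875 FPKM and PMVK from 39.5 ± 6.17 to 17.6 ± 0.334 FPKM. Of 22 genes of fatty acid synthesis, 1 was higher, 12 lower and 9 did not pass the test (1 higher and 12 lower when adjusted over the list alone, adjusted p = 0.537 with an estimated correlation). PNPLA3 and FADS2 fell by 1.92 and 1.91 on the log2 scale. Of 21 genes of fasting and gluconeogenesis, 9 were higher, none was lower and 12 did not pass the test (10 higher and 1 lower when adjusted over the list alone, adjusted p = 0.537 with an estimated correlation). PPARA rose from 8.2 ± 3.92 to 27.3 ± 4.33 FPKM and PDK4 from 13.5 ± 7.26 to 85.6 ± 30.3 FPKM. Of 19 clock genes, 8 were higher, 3 lower and 8 did not pass the test (9 higher and 3 lower when adjusted over the list alone, adjusted p = 0.537 with an estimated correlation). ARNTL fell from 20.3 ± 2.2 to 5.81 ± 1.96 FPKM and CIART rose from 0.427 ± 0.0321 to 6.77 ± 1.66 FPKM.

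**Figure D6:**
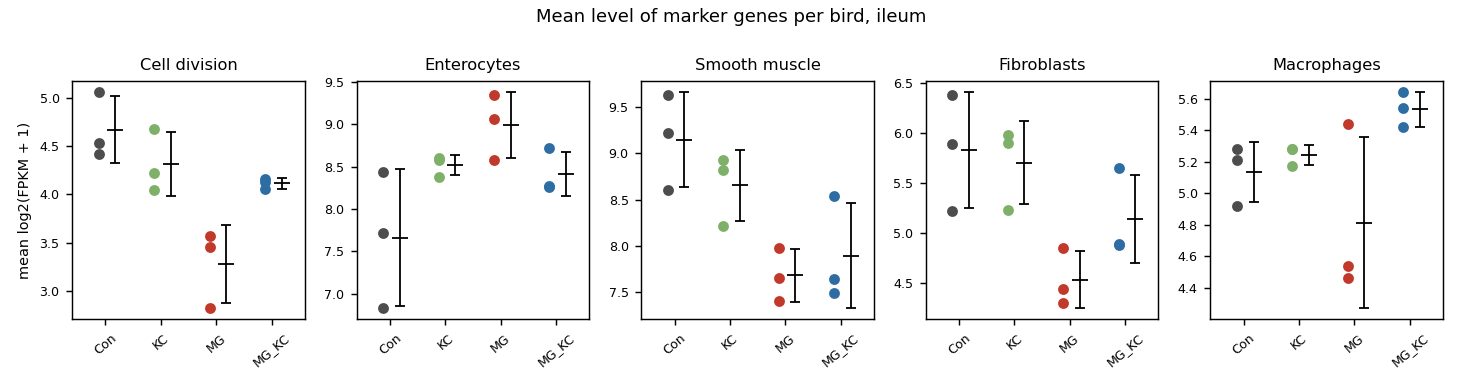
Mean level, in log2(FPKM + 1), of the genes of cell division and of the markers of enterocytes, smooth muscle, fibroblasts and macrophages in the ileum for the 4 groups. Each point is 1 bird, and bars give the mean and SD of 3 birds. The smooth muscle markers were at 9.15 ± 0.519 in Con and 7.68 ± 0.291 in MG.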

KEGG pathway enrichment analysis indicated that 14 pathways related to amino acid metabolism were significantly enriched (Figure 6B). Furthermore, a total of 579 significantly differential genes in the ileum were identified in the MG_KC group compared with the MG group (Supplementary File S9). 

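In FPKM, genes of amino acid metabolism that changed in the ileum of MG birds were mostly lower, less so with median-ratio scaling, and several amino acid transporter genes were higher. SHMT1, which makes glycine from serine, fell from 7.99 ± 2.64 to 1.81 ± 0.601 FPKM (SD, n = 3), a log2 change of -1.66 (SE 0.249, adjusted p = 0.00279 from limma). Without Con replicate 3, amino acid biosynthesis had 2 higher and 10 lower genes, branched-chain amino acid degradation 2 and 8, lysine degradation 3 and 7 and the transporters 5 and 2. The creatine kinase gene CKB fell from 1070 ± 338 to 399 ± 61.2 FPKM, and SRM, an enzyme of polyamine synthesis, from 21.4 ± 7.29 to 8.72 ± 0.957 FPKM. SLC16A10, which encodes a carrier of aromatic amino acids, rose from 11.7 ± 3.64 to 43.9 ± 9.83 FPKM.

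Of 48 genes of amino acid biosynthesis, 3 were higher, 18 lower and 27 did not pass the test (4 higher and 20 lower when adjusted over the list alone, adjusted p = 0.685 with an estimated correlation), with a median log2 change of -0.191 relative to all genes, and 6 were higher and 7 lower with median-ratio scaling and 5 higher and 13 lower with TPM. Of 37 genes of cysteine and methionine metabolism, 2 were higher, 12 lower and 23 did not pass the test (2 higher and 14 lower when adjusted over the list alone, adjusted p = 0.685 with an estimated correlation). ENOPH1 fell from 32.1 ± 4.02 to 15.4 ± 2.53 FPKM and MAT2B rose from 58.8 ± 5.25 to 85.3 ± 7.29 FPKM. Of 34 genes of arginine and proline metabolism, 3 were higher, 12 lower and 19 did not pass the test (4 higher and 13 lower when adjusted over the list alone, adjusted p = 0.685 with an estimated correlation), and 4 were higher and 8 lower with median-ratio scaling. Of 40 genes of valine, leucine and isoleucine degradation, 4 were higher, 13 lower and 23 did not pass the test (6 higher and 14 lower when adjusted over the list alone, adjusted p = 0.877 with an estimated correlation), and 7 were higher and 7 lower with median-ratio scaling and 6 higher and 8 lower with TPM. The median of that list relative to all genes was -0.0151, and -0.00607 with median-ratio scaling. ACAT1 fell from 84.3 ± 24.6 to 32.9 ± 4.85 FPKM and ABAT rose from 33.5 ± 8.44 to 77.6 ± 19.9 FPKM. Of 51 genes of lysine degradation, 5 were higher, 12 lower and 34 did not pass the test (6 higher and 12 lower when adjusted over the list alone, adjusted p = 0.877 with an estimated correlation), and 12 were higher and 10 lower with median-ratio scaling and 8 higher and 9 lower with TPM, with a median relative to all genes of 0.136, and of 0.146 and 0.156 under these scalings. Of 32 amino acid transporter genes, 9 were higher, 4 lower and 19 did not pass the test (9 higher and 4 lower when adjusted over the list alone, adjusted p = 0.537 with an estimated correlation), and the median change, not set against all genes, was 0.0186 and turned to -0.0682 without MG replicate 2.

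Of the 14 lists of amino acid metabolism, each held a changed gene, 1 was enriched at an unadjusted p under 0.05 and none after adjustment (Fisher's exact test). Over the lists together, 87 of 229 genes changed, 19 higher and 68 lower, which is 38% against 31.2% of the other genes (one-sided Fisher's exact test, p = 0.0186). With median-ratio scaling 35 were higher and 41 lower, which is 33.2% against 30.6% of the other genes (one-sided Fisher's exact test, p = 0.217).

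**Figure D7:**
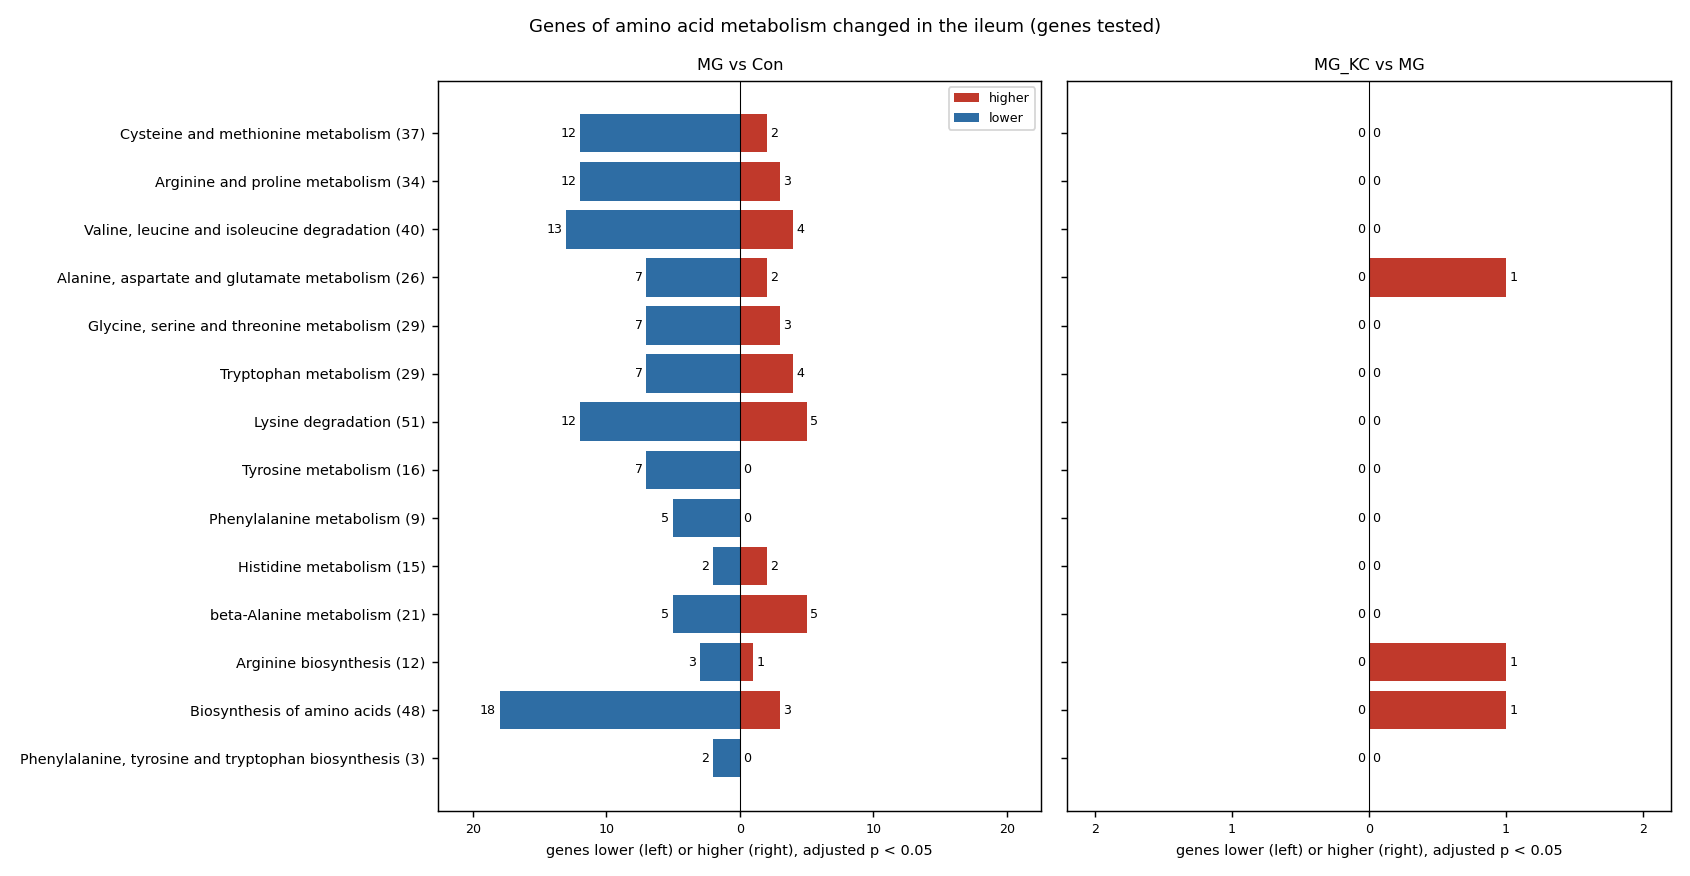
Genes of each of the 14 amino acid lists that were higher (red, to the right) or lower (blue, to the left) in the ileum, for MG against Con and for MG_KC against MG, with the number of genes tested in brackets. In MG against Con valine, leucine and isoleucine degradation had 4 higher and 13 lower genes, and 7 and 7 with median-ratio scaling.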

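PDK4, IGFBP1 and KLF15, genes that respond to fasting, were lower in the ileum of infected birds that ate KC1 than in that of birds infected without KC1, and LECT2, PTGDS and C1S were higher. PDK4, which encodes an inhibitor of pyruvate oxidation, fell to 8.33 ± 5.9 FPKM (SD, n = 3), a log2 change of -3.33 (SE 0.492, adjusted p = 0.0483 from limma). KLF15 fell from 12 ± 4.05 to 2.62 ± 1.59 FPKM, and SOT3A1L, TMCC3 and FILIP1L fell by 1.51, 1.42 and 1.33 on the log2 scale. LECT2 rose from 1.77 ± 0.895 to 12 ± 3.77 FPKM, PTGDS, which encodes a prostaglandin synthase, from 118 ± 38.8 to 436 ± 122 FPKM and the complement gene C1S from 11.5 ± 5.72 to 40.7 ± 7.32 FPKM. ASL2, GTPBP10 and CERS4 were the other genes among the 6 largest rises, with log2 changes of 1.97, 1.77 and 1.72.

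Between MG_KC and MG, 39 of 12427 genes changed, 26 higher and 13 lower in MG_KC (limma, 2268 at an unadjusted p under 0.05), with a median change of 0.107 over all genes. With median-ratio scaling the median was -0.00758 and 0 genes changed (2102 at an unadjusted p under 0.05). IGFBP1, ABCA13 and NEDD9 have the smallest q in the paper's table for this comparison. IGFBP1 (gene 408027), which encodes a binding protein of insulin-like growth factors, fell from 33.3 ± 5.32 to 7.46 ± 1.38 FPKM. NEDD9 (gene 395736) was 59.2 ± 6.48 FPKM in MG_KC and 159 ± 17.2 FPKM in MG (adjusted p = 0.093), and ABCA13 was 0.49 ± 0.16 FPKM in MG_KC (adjusted p = 0.0847). The count of 39 was 0 without MG replicate 1, MG_KC replicate 1 or MG_KC replicate 2, 246 without MG replicate 2, 1 without MG replicate 3 and 83 without MG_KC replicate 3. It was 0 with no filter on low values or with the MG and MG_KC groups fitted alone, and 202 with library quality weights.

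**Figure D8:**
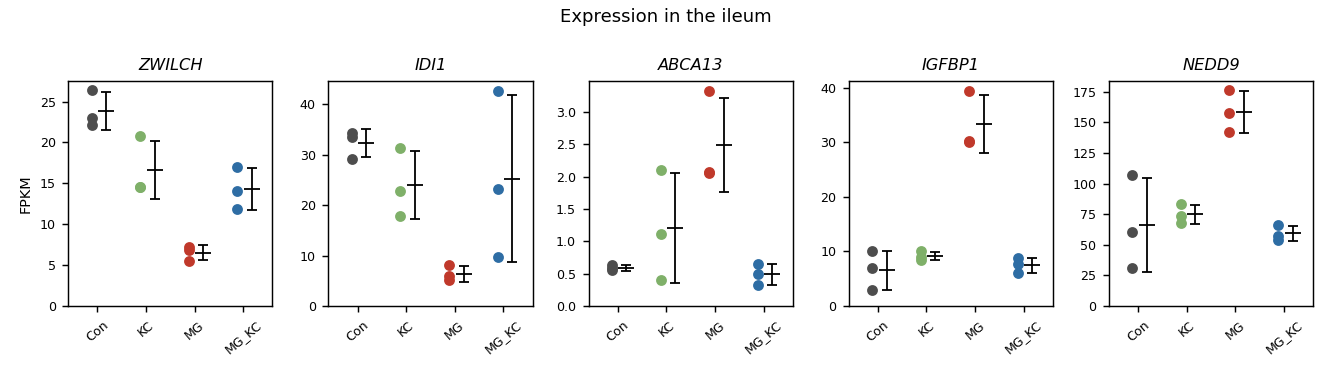
Expression of 5 genes in the ileum, in FPKM, for the Con, KC, MG and MG_KC groups. Each point is 1 bird, and bars give the mean and SD of 3 birds. ZWILCH was 14.3 ± 2.58 FPKM in MG_KC.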

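Few genes of cell division, cholesterol synthesis and the fasting and glucocorticoid responses passed the test between MG_KC and MG in the ileum. Of 63 genes of cell division in the ileum, ZWILCH was higher in MG_KC than in MG and 62 did not pass the test (61 higher when adjusted over the list alone, adjusted p = 0.501 with an estimated correlation), with a median log2 change of 0.726 relative to all genes. Of 23 genes of cholesterol synthesis, none passed the test over all genes (19 higher when adjusted over the list alone, adjusted p = 0.501 with an estimated correlation), and FDFT1 was 87.5 ± 50.4 FPKM in MG_KC and 19.1 ± 7 FPKM in MG (SD, n = 3, adjusted p = 0.081 from limma). Of 21 genes of fasting and gluconeogenesis, 3 were lower, PDK4, IGFBP1 and KLF15, none was higher and 18 did not pass the test (5 lower when adjusted over the list alone, adjusted p = 0.501 with an estimated correlation). Of 20 glucocorticoid response genes, IGFBP1 and TSC22D3 were lower and 18 did not pass the test (4 lower when adjusted over the list alone, adjusted p = 0.45 with an estimated correlation). TSC22D3 fell from 265 ± 46.8 to 149 ± 7.59 FPKM. Of 17 macrophage markers, MARCO rose from 4.31 ± 1.54 to 14.8 ± 3.99 FPKM and 16 did not pass the test (8 higher and 1 lower when adjusted over the list alone, adjusted p = 0.501 with an estimated correlation). C1QB was 46 ± 2.54 FPKM in MG_KC and 11.9 ± 8.1 FPKM in MG (adjusted p = 0.0624). Of 19 clock genes, NR1D1 rose from 4.2 ± 1.27 to 10.8 ± 0.291 FPKM and 18 did not pass the test (3 higher and 2 lower when adjusted over the list alone, adjusted p = 0.501 with an estimated correlation). None of these genes passed the test with median-ratio scaling.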

The volcano plots illustrated the global distribution of genes, revealing distinct differences in gene expression levels in ileum between the MG and MG_KC groups (Figure 6C). 

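ASL2 (gene 417545), which releases arginine in its synthesis from citrulline, was the gene of amino acid metabolism that changed between MG_KC and MG in the ileum. It rose from 16.7 ± 4.69 to 72.9 ± 33.6 FPKM (SD, n = 3), a log2 change of 1.97 (SE 0.348, adjusted p = 0.0483 from limma). ASS1, the enzyme before it, was 184 ± 66.2 FPKM in MG_KC and 46.5 ± 24.8 FPKM in MG (adjusted p = 0.063), and ABAT 37.7 ± 10 FPKM in MG_KC (adjusted p = 0.093). Of 26 genes of alanine, aspartate and glutamate metabolism, 1 was higher, none was lower and 25 did not pass the test (3 higher and 1 lower when adjusted over the list alone, adjusted p = 0.962 with an estimated correlation). Of 12 genes of arginine biosynthesis, 1 was higher and 11 did not pass the test (2 higher when adjusted over the list alone, adjusted p = 0.962 with an estimated correlation), and the median change of the list was -0.0241 while its test pointed upward. Of the 14 lists, 3 held ASL2, 1 was enriched at an unadjusted p under 0.05 and none after adjustment (Fisher's exact test). Over the lists together 1 of 229 genes changed, which is 0.437% against 0.312% of the other genes (one-sided Fisher's exact test, p = 0.516), and the number of enriched lists was 1 without MG_KC replicate 3. With median-ratio scaling no gene of these lists passed the test.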

KEGG pathway enrichment analysis indicated that nine pathways related to amino acid metabolism were significantly enriched (Figure 6D). It is noteworthy that nine metabolic pathways, including lysine degradation, arginine and proline metabolism, valine, leucine, and isoleucine degradation, glycine, serine, and threonine metabolism, tryptophan metabolism, biosynthesis of amino acids, tyrosine metabolism, alanine, aspartate, and glutamate metabolism, and arginine biosynthesis, are significantly enriched in both of the aforementioned enrichment analysis results (Figures 6B,D). 

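In the ileum 39 genes in all passed the test between MG_KC and MG, which limits how many genes are counted as moved back. Of the 3898 ileum genes that changed with MG infection, 34 moved back with KC1, 11 that were higher and 23 that were lower in MG, and 1 moved further away. In MG_KC birds 106 of the 3898 still differed from Con in the same direction. If the comparisons were independent, 7.04 would be expected to move back, but they share the MG libraries with opposite sign. The covariance of the changes was -0.138 and their correlation -0.614, against -0.036 and -0.499 in libraries simulated without any effect. None of the 87 changed genes of amino acid metabolism was among the 34. As 0.872% of all genes changed by MG moved back, a count of 0 among 87 shows nothing particular to these genes. For no gene of the ileum did the effect of KC1 depend on infection (limma, 0 of 12427 genes, 2527 at an unadjusted p under 0.05). In simulated libraries limma recovered 48.4% of genes given such a difference of 1 on the log2 scale and 83% of genes given 2, with genes of low FPKM left out. The number that moved back was 21 without Con replicate 1, 95 without Con replicate 3, 164 without MG replicate 2, 1 without MG replicate 3, 53 without MG_KC replicate 3 and 162 with library quality weights, and 0 without Con replicate 2, MG replicate 1, MG_KC replicate 1 or MG_KC replicate 2, with no filter on low values, with median-ratio scaling or with the groups fitted in pairs. The number of genes whose KC1 effect depended on infection was 20 without Con replicate 1, 1 without KC replicate 1, 69 without MG replicate 2, 23 without MG_KC replicate 3, 4 with a filter at an FPKM of 5 and 405 with library quality weights.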

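The liver had the most genes that moved back with KC1, and also the most genes that passed the test between MG_KC and MG, 2867 against 107 in the lung and 39 in the ileum. Over the 3 tissues, the share of the genes changed by MG that moved back with KC1 was 5.18% in the lung, 32.7% in the liver and 0.872% in the ileum. In MG_KC birds 98 of the 1583 genes changed by MG in the lung, 1313 of 3164 in the liver and 106 of 3898 in the ileum still differed from Con in the same direction. From the enrichment of amino acid pathways among the genes that differ between MG and Con and among those that differ between MG_KC and MG, the paper concludes that MG disturbs amino acid metabolism and that KC1 relieves this disturbance. The paper draws the same conclusion from serum metabolomics, with several amino acids lower in MG and some of them higher again in MG_KC.

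**Figure D9:**
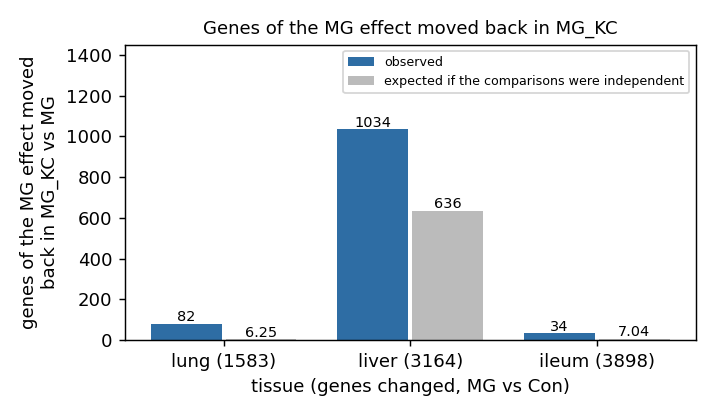
Number of genes changed by MG that moved back with KC1, that is, changed in the opposite direction, in the lung, liver and ileum. Beside it stands the number expected if the comparisons were independent. They share the MG libraries with opposite sign and so are not independent, and this number is not a level of chance. In the liver 1034 moved back and 636 were expected.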

In summary, these results indicated that MG infection induced amino acids metabolic disturbance in chickens, while *B. subtilis* KC1 alleviated the amino acid metabolism disorder caused by MG.

**Figure 6:**
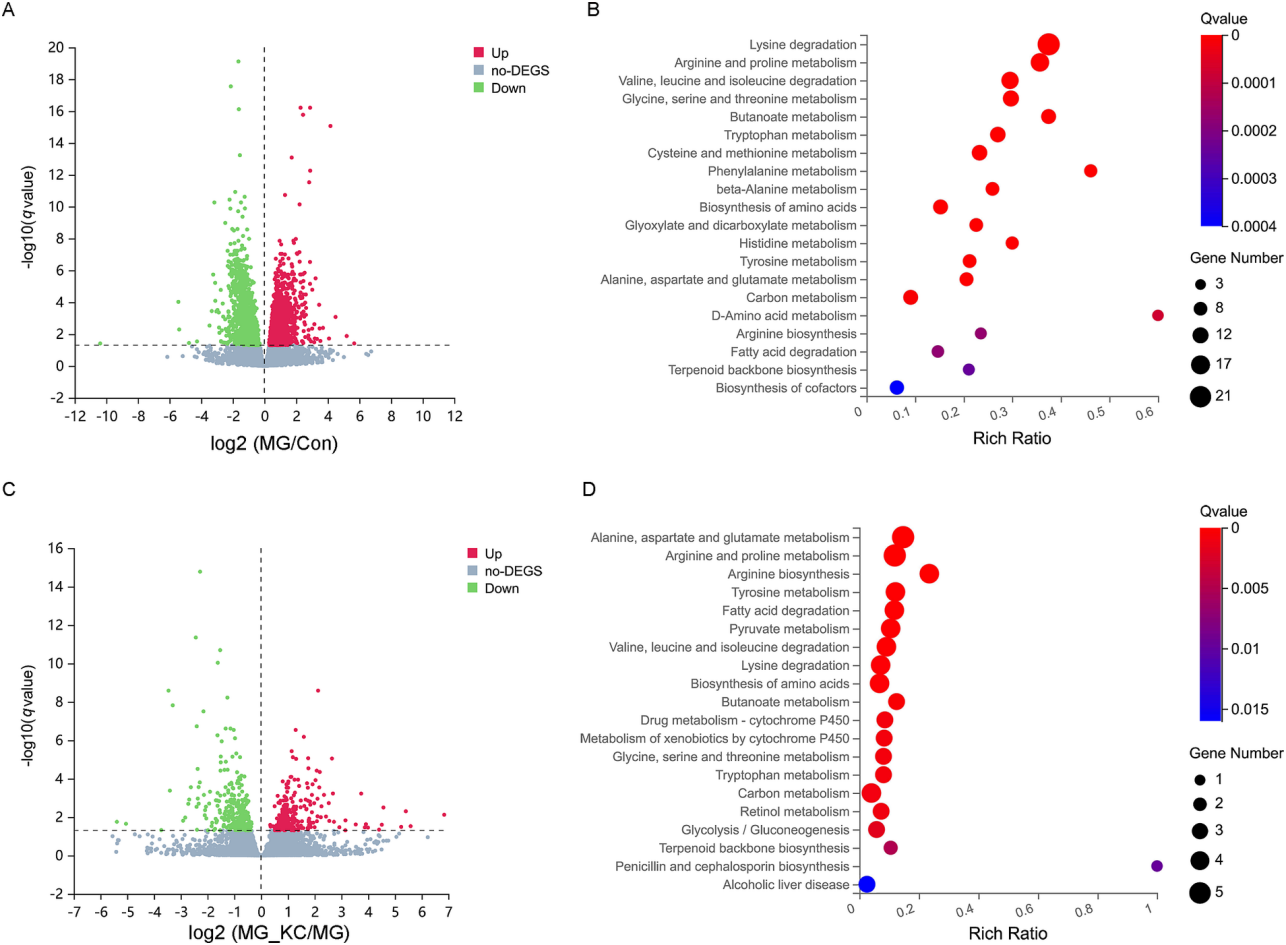
Effect of dietary *Bacillus subtilis* KC1 supplementation on the ileal transcriptional expression profile of MG-infected broilers. **(A)** Volcano plots showed the results of the pairwise comparisons of ileal genes in the Con and MG groups (*n* = 3). The significant genes are presented in red (up-regulated) or green (down-regulated). **(B)** The pathway enrichment analysis of significantly different genes in the Con and MG groups (*n* = 3). **(C)** Volcano plots showed the results of the pairwise comparisons of ileal genes in the MG and MG_KC groups (*n* = 3). The significant genes are presented in red (up-regulated) or green (down-regulated). **(D)** The pathway enrichment analysis of significantly different genes in the MG and MG_KC groups (*n* = 3). Con, control group; KC, *Bacillus subtilis* KC1 group; MG, *Mycoplasma gallisepticum* group; MG_KC, *Mycoplasma gallisepticum + Bacillus subtilis* KC1 group.

## 4 Discussion

Some research indicates that *B. subtilis* as feed additives can enhance the growth performance of broilers (4, 5, 7). *B. subtilis* possesses the capability to secrete highly potent enzymes, including protease, lipase, and amylase, which efficiently break down complex carbohydrates, thereby enhancing nutrient digestibility and subsequently providing animals with an enriched nutritional supply (20). In addition, *B. subtilis* has been shown to have the ability to enhance disease resistance in animals. For example, dietary *B. subtilis* HW2 supplementation enhanced growth performance and alleviated gut injury in broilers under necrotic enteritis challenge (5). Dietary administration of *B. subtilis* PB6 improved growth performance and gut health in broilers challenged with *Clostridium perfringens* (21). Similar to previous studies, in the present study, *B. subtilis* KC1 significantly increased final body weight, increased ADG and decreased FCR in broilers. Furthermore, *B. subtilis* KC1 alleviated the negative effects of MG infection on growth performance. These results suggested that *B. subtilis* KC1 has the potential as a feed additive to resist MG infection.

The MG can not only cause respiratory tract damage in chickens, but also break through the respiratory barrier and cause damage to other organs through blood circulation (22–24). Oxidative stress and inflammatory damage are considered to be important mechanisms of host injury caused by MG infection (25, 26). *Bacillus subtilis* has been shown to possess a strong antioxidant capacity and to reduce inflammatory damage (27, 28). In the present study, MG infection induced systemic oxidative stress and a pro-inflammatory response, whereas *B. subtilis* KC1 alleviated these adverse effects caused by MG. These results suggested that *B. subtilis* KC1 may enhance the resistance of broilers to MG by regulating oxidative stress and inflammatory response.

An essential indicator for assessing the nutritional well-being of whole-body protein is the content of serum amino acids (29, 30). It has been reported that leucine, lysine and proline are vital in promoting poultry growth (30–33). In addition, arginine has been demonstrated to induce secretion of growth hormone and affect skeletal muscle development in chickens (34, 35). In the present study, metabolomics results revealed that MG infection significantly decreased the serum levels of leucine, lysine, proline, and arginine, whereas *B. subtilis* KC1 partially mitigated this amino acid imbalance induced by MG infection. This finding partly elucidates why MG infection leads to weight loss in broilers and how *B. subtilis* KC1 alleviates this weight loss in MG-infected broilers. It has been indicated that tryptophan and its metabolites play an important role in alleviating inflammatory damage and improving barrier function (36). In the present study, MG infection significantly reduced the content of tryptophan in serum, whereas *B. subtilis* KC1 restored the content of tryptophan. This indicates that tryptophan metabolism may play an important role in the process of MG infection, but its detailed mechanism remains to be further studied.

In order to explore the mechanism of MG-induced abnormal amino acid metabolism in the host, transcriptomics was further carried out. Previous studies have conclusively demonstrated that MG can not only elicit respiratory tract injury but also cause abnormal liver function (37). Furthermore, MG has the capability to disrupt the gut microbiota, potentially affecting normal gut function (38). As a result, this study has specifically chosen lung, liver, and intestinal tissues, which are known to be associated with MG infection, for in-depth transcriptomic analysis. 

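Whether the effect of MG or of KC1 on a gene differed between tissues was tested with the bird as a block. Of 213 amino acid genes tested in the lung and the liver, the MG effect differed for 70 and the effect of KC1 in infected birds for 61 (limma). Between the liver and the ileum these numbers were 70 and 37 of 217 genes, and between the lung and the ileum 22 and 0 of 216 genes. Over all 11776 genes tested in the lung and the ileum the KC1 effect differed for 7 (1486 at an unadjusted p under 0.05). This count was 0 without MG replicate 1, 2 or 3 or MG_KC replicate 2, 22 without MG_KC replicate 3, 76 with TPM and 17 without the bird as a block. Without 1 library, the counts over all genes ran from 28 to 2244 for the MG effect between lung and ileum (997 with all libraries) and from 88 to 525 for the KC1 effect between liver and ileum (702 with all libraries).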

The transcriptomic results revealed that MG infection can lead to abnormal expression of genes related to amino acid metabolism in lung, liver, and ileum tissues, while *B. subtilis* KC1 can partially alleviate these abnormal gene expressions. This also explains why MG can induce abnormal amino acid metabolism in the host, and how *B. subtilis* KC1 can mitigate the amino acid abnormalities caused by MG infection. In this study, the metabolome and transcriptome were utilized to elucidate the reasons why *B. subtilis* KC1 alleviates the adverse effects of MG on the growth performance of broilers from a global perspective. This approach represents the innovation of the study. However, a limitation of the study is that it did not conduct in-depth mechanism research. Furthermore, previous studies have shown that gut microbiota are closely related to the growth performance and health of chickens, and *B. subtilis* can enhance the growth performance and immunity of chickens by modulating the gut microbiota (39–42). Another limitation of this study is that it did not investigate the gut microbiota to explore the protective effect of *B. subtilis* KC1 against MG infection in broiler chickens.

In summary, dietary supplementation with *B. subtilis* KC1 improves the growth performance of broilers subjected to MG infection. The positive effects of *B. subtilis* KC1 are associated with the improved amino acid metabolism of broilers.

## Data Availability

The RNA sequencing data has been deposited in the NCBI GEO database, accessible using the accession number GSE273913. Other datasets analyzed during the current study are available from the corresponding author upon reasonable request.

## Footnotes

^1^https://www.kegg.jp

## Supplementary material

SUPPLEMENTARY DATA SHEET 1: Details of metabolites identified by metabolomics.

SUPPLEMENTARY DATA SHEET 2: Details of differential metabolites between the Con group and MG group.

SUPPLEMENTARY DATA SHEET 3: Details of differential metabolites between the MG group and MG_KC group.

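The table holds 1570 genes, 858 higher and 712 lower in MG by the paper's count. Of these, 1536 passed the filter on low values and all 1536 had the same direction here. Of them, 1156 passed the test and 1493 had an unadjusted p under 0.05 (limma). Across genes, which are not independent replicates, the correlation of the paper's log2 values with the ratios of mean FPKM was 0.927.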

SUPPLEMENTARY DATA SHEET 4: Details of differential genes in the lung between the Con group and MG group.

SUPPLEMENTARY DATA SHEET 5: Details of differential genes in the lung between the MG group and MG_KC group.

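The table holds 458 genes, 129 higher and 329 lower in MG_KC by the paper's count. Of these, 456 were tested here and 456 had the same direction, 99 passed the test and 444 had an unadjusted p under 0.05 (limma). The correlation of log2 values across genes was 0.999.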

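The table as available here holds 1998 genes. Of these, 1876 were tested here, 1874 had the same direction, 1205 passed the test in that direction and 1409 had an unadjusted p under 0.05 (limma). The paper's log2 values were higher than the ratios of mean FPKM by a median of 0.3, and with median-ratio scaling the median difference was -0.00642.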

SUPPLEMENTARY DATA SHEET 6: Details of differential genes in the liver between the Con group and MG group.

SUPPLEMENTARY DATA SHEET 7: Details of differential genes in the liver between the MG group and MG_KC group.

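The table as available here holds 1999 genes. Of these, 1915 were tested here, 1913 had the same direction, 1040 passed the test in that direction and 1312 had an unadjusted p under 0.05 (limma). The median difference of the paper's log2 values from the ratios of mean FPKM was -0.327, and -0.00379 with median-ratio scaling.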

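The table as available here holds 1999 genes. Of these, 1943 were tested here, 1942 had the same direction, 1468 passed the test in that direction and 1719 had an unadjusted p under 0.05 (limma). The median difference of the paper's log2 values from the ratios of mean FPKM was 0.222, and 0.00172 with median-ratio scaling.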

SUPPLEMENTARY DATA SHEET 8: Details of differential genes in the ileum between the Con group and MG group.

SUPPLEMENTARY DATA SHEET 9: Details of differential genes in the ileum between the MG group and MG_KCgroup.

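The table holds 578 genes, 264 higher and 314 lower in MG_KC by its own signs, which is not the total given in the paper's text. Of these, 565 were tested here and 565 had the same direction, 39 passed the test and 519 had an unadjusted p under 0.05 (limma). The median difference of log2 values was -0.112, and 0.0204 with median-ratio scaling.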

## References

[1] GuoYMiaoYChenHWangKWangSWangR. Revealing the mechanism: the influence of Baicalin on M1/M2 and Th1/Th2 imbalances in *mycoplasma gallisepticum* infection. Poult Sci. (2024) 103:104145. doi: 10.1016/j.psj.2024.104145, PMID: 39127004 PMC11367134

[2] WeiXZhongQWangDYanZLiangHZhouQ. Epidemiological investigations and multilocus sequence typing of *Mycoplasma gallisepticum* collected in China. Poult Sci. (2023) 102:102930. doi: 10.1016/j.psj.2023.102930, PMID: 37716233 PMC10507435

[3] WuZDingLBaoJLiuYZhangQWangJ. Co-infection of *Mycoplasma gallisepticum* and *Escherichia coli* triggers inflammatory injury involving the IL-17 signaling pathway. Front Microbiol. (2019) 10:2615. doi: 10.3389/fmicb.2019.02615, PMID: 31803158 PMC6872679

[4] GaoZWuHShiLZhangXShengRYinF. Study of *Bacillus subtilis* on growth performance, nutrition metabolism and intestinal microflora of 1 to 42 d broiler chickens. Anim Nutr. (2017) 3:109–13. doi: 10.1016/j.aninu.2017.02.002, PMID: 29767043 PMC5941101

[5] ChenPLvHDuMLiuWCheCZhaoJ. *Bacillus subtilis* HW2 enhances growth performance and alleviates gut injury via attenuation of endoplasmic reticulum stress and regulation of gut microbiota in broilers under necrotic enteritis challenge. Poult Sci. (2024) 103:103661. doi: 10.1016/j.psj.2024.10366138547540 PMC11000119

[6] JiLZhangLLiuHShenJZhangYLuL. *Bacillus subtilis* M6 improves intestinal barrier, antioxidant capacity and gut microbial composition in AA broiler. Front Nutr. (2022) 9:965310. doi: 10.3389/fnut.2022.965310, PMID: 36061900 PMC9428444

[7] NguyenANguyenDTranMNguyenLNguyenAPhanT. Isolation and characterization of *Bacillus subtilis* CH16 strain from chicken gastrointestinal tracts for use as a feed supplement to promote weight gain in broilers. Lett Appl Microbiol. (2015) 60:580–8. doi: 10.1111/lam.12411, PMID: 25754534

[8] MenconiAMorganMPumfordNHargisBTellezG. Physiological properties and *Salmonella* growth inhibition of probiotic *Bacillus* strains isolated from environmental and poultry sources. Int J Bacteriol. (2013) 60:958408:580–8. doi: 10.1155/2013/958408PMC474548326904728

[9] BilalMAchardCBarbeFChevauxERonholmJZhaoX. *Bacillus pumilus* and *Bacillus subtilis* promote early maturation of cecal microbiota in broiler chickens. Microorganisms. (2021) 9:1899. doi: 10.3390/microorganisms9091899, PMID: 34576794 PMC8465073

[10] NeijatMHabtewoldJShirleyRWelsherABartonJThieryP. *Bacillus subtilis* strain DSM 29784 modulates the cecal microbiome, concentration of short-chain fatty acids, and apparent retention of dietary components in shaver white chickens during grower, developer, and laying phases. Appl Environ Microbiol. (2019) 85:e00402–19. doi: 10.1128/AEM.00402-19, PMID: 31076425 PMC6606875

[11] DongYLiRLiuYMaLZhaJQiaoX. Benefit of dietary supplementation with *Bacillus subtilis* BYS2 on growth performance, immune response, and disease resistance of broilers. Probiotics Antimicrob Proteins. (2020) 12:1385–97. doi: 10.1007/s12602-020-09643-w, PMID: 32128666

[12] LeeJKyeJParkSShimBYooSHwangE. *Bacillus subtilis* spores as adjuvants against avian influenza H9N2 induce antigen-specific antibody and T cell responses in white Leghorn chickens. Vet Res. (2020) 51:68. doi: 10.1186/s13567-020-00788-8, PMID: 32448402 PMC7245620

[13] CaiHLuoSZhouQYanZLiuQKangZ. Effects of *Bacillus subtilis* and coccidiosis vaccine on growth indices and intestinal microbiota of broilers. Poult Sci. (2022) 101:102091. doi: 10.1016/j.psj.2022.102091, PMID: 36095864 PMC9472081

[14] Schrimpe-RutledgeACodreanuSSherrodSMcLeanJ. Untargeted metabolomics strategies-challenges and emerging directions. J Am Soc Mass Spectrom. (2016) 27:1897–905. doi: 10.1007/s13361-016-1469-y, PMID: 27624161 PMC5110944

[15] QiuSCaiYYaoHLinCXieYTangS. Small molecule metabolites: discovery of biomarkers and therapeutic targets. Signal Transduct Target Ther. (2023) 8:132. doi: 10.1038/s41392-023-01399-3, PMID: 36941259 PMC10026263

[16] WangJIshfaqMMiaoYLiuZHaoMWangC. Dietary administration of *Bacillus subtilis* KC1 improves growth performance, immune response, heat stress tolerance, and disease resistance of broiler chickens. Poult Sci. (2022) 101:101693. doi: 10.1016/j.psj.2021.101693, PMID: 35066384 PMC8789536

[17] National Research Council (NRC). Nutrient requirements of poultry. 9th ed. Washington: National Academy Press (1994).

[18] WenJCaiHGuoYQiGChenJZhangG. China NY/T 33-2004. Feeding standard of chicken. In: China NongYe Biaozhun/Tuijian-33-2004. Beijing: China Agricultural Publisher (2004)

[19] LoveMHuberWAndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. (2014) 15:550. doi: 10.1186/s13059-014-0550-8, PMID: 25516281 PMC4302049

[20] KhochamitNSiripornadulsilSSukonPSiripornadulsilW. Antibacterial activity and genotypic-phenotypic characteristics of bacteriocin-producing *Bacillus subtilis* KKU213: potential as a probiotic strain. Microbiol Res. (2015) 170:36–50. doi: 10.1016/j.micres.2014.09.004, PMID: 25440998

[21] LiuYZhangSLuoZLiuD. Supplemental *Bacillus subtilis* PB6 improves growth performance and gut health in broilers challenged with *Clostridium perfringens*. J Immunol Res. (2021) 2021:2549541. doi: 10.1155/2021/2549541, PMID: 34746321 PMC8566084

[22] WangSGuoLGuFBaoJGuoYZhangY. Quercetin restores respiratory mucosal barrier dysfunction in *Mycoplasma gallisepticum*-infected chicks by enhancing Th2 immune response. Phytomedicine. (2024) 133:155953. doi: 10.1016/j.phymed.2024.155953, PMID: 39154527

[23] WangKMiaoYLiuWIshfaqMBaoJJinX. *Lactobacillus salivarius* ameliorates *Mycoplasma gallisepticum*-induced inflammation via the JAK/STAT signaling pathway involving respiratory microbiota and metabolites. Poult Sci. (2024) 103:103942. doi: 10.1016/j.psj.2024.103942, PMID: 38908119 PMC11246048

[24] IshfaqMZhangWLiuYWangJWuZShahS. Baicalin attenuated *Mycoplasma gallisepticum*-induced immune impairment in chicken bursa of fabricius through modulation of autophagy and inhibited inflammation and apoptosis. J Sci Food Agric. (2021) 101:880–90. doi: 10.1002/jsfa.10695, PMID: 32729138

[25] IshfaqMWuZWangJLiRChenCLiJ. Baicalin alleviates *Mycoplasma gallisepticum*-induced oxidative stress and inflammation via modulating NLRP3 inflammasome-autophagy pathway. Int Immunopharmacol. (2021) 101:108250. doi: 10.1016/j.intimp.2021.10825034656906

[26] WangSJinXChenHHanMBaoJNiuD. Quercetin alleviates *Mycoplasma gallisepticum*-induced inflammatory damage and oxidative stress through inhibition of TLR2/MyD88/NF-κB pathway in vivo and in vitro. Microb Pathog. (2023) 176:106006. doi: 10.1016/j.micpath.2023.106006, PMID: 36746315

[27] ZouXZhangMTuWZhangQJinMFangR. *Bacillus subtilis* inhibits intestinal inflammation and oxidative stress by regulating gut flora and related metabolites in laying hens. Animal. (2022) 16:100474. doi: 10.1016/j.animal.2022.10047435220172

[28] BaiWZhangFHeTSuPYingXZhangL. Dietary probiotic *Bacillus subtilis* strain fmbj increases antioxidant capacity and oxidative stability of chicken breast meat during storage. PLoS One. (2016) 11:E0167339. doi: 10.1371/journal.pone.0167339, PMID: 27907152 PMC5132206

[29] LiaoSRegmiNWuG. Homeostatic regulation of plasma amino acid concentrations. Front Biosci. (2018) 23:640–55. doi: 10.2741/4610, PMID: 28930566

[30] LiangYZhengXWangJYangHWangZ. Different amino acid supplementation patterns in low-protein diets on growth performance and nitrogen metabolism of goslings from 1 to 28 days of age. Poult Sci. (2023) 102:102395. doi: 10.1016/j.psj.2022.102395, PMID: 36571878 PMC9803941

[31] XieWFuZPanNYanHWangXGaoC. Leucine promotes the growth of squabs by increasing crop milk protein synthesis through the TOR signaling pathway in the domestic pigeon (*Columba livia*). Poult Sci. (2019) 98:5514–24. doi: 10.3382/ps/pez29631172174

[32] JespersenJRichertSCesar dePOelschlagerMDilgerR. Effects of lysine biomass supplementation on growth performance and clinical indicators in broiler chickens. Poult Sci. (2021) 100:100971. doi: 10.1016/j.psj.2020.12.068, PMID: 33516469 PMC7936182

[33] LeeCSongALohTAbdulR. Effects of lysine and methionine in a low crude protein diet on the growth performance and gene expression of immunity genes in broilers. Poult Sci. (2020) 99:2916–25. doi: 10.1016/j.psj.2020.03.013, PMID: 32475425 PMC7597739

[34] BrugalettaGZampigaMLaghiLIndioVOliveriCDe CesareA. Feeding broiler chickens with arginine above recommended levels: effects on growth performance, metabolism, and intestinal microbiota. J Anim Sci Biotechnol. (2023) 14:33. doi: 10.1186/s40104-023-00839-y36864475 PMC9983211

[35] WangRLiKSunLJiaoHZhouYLiH. L-arginine/nitric oxide regulates skeletal muscle development via muscle fbre-specifc nitric oxide/mTOR pathway in chickens. Anim Nutr J. (2022) 10:68–85. doi: 10.1016/j.aninu.2022.04.010, PMID: 35647326 PMC9125674

[36] ZhaoCHuXBaoLWuKFengLQiuM. Aryl hydrocarbon receptor activation by *Lactobacillus reuteri* tryptophan metabolism alleviates *Escherichia coli*-induced mastitis in mice. PLoS Pathog. (2021) 17:e1009774. doi: 10.1371/journal.ppat.100977434297785 PMC8336809

[37] LuoRFanCJiangGHuFWangLGuoQ. Andrographolide restored production performances and serum biochemical indexes and attenuated organs damage in *Mycoplasma gallisepticum*-infected broilers. Br Poult Sci. (2023) 64:164–75. doi: 10.1080/00071668.2022.212898736222587

[38] WangJIshfaqMLiJ. *Lactobacillus salivarius* ameliorated *Mycoplasma gallisepticum*-induced inflammatory injury and secondary *Escherichia coli* infection in chickens: involvement of intestinal microbiota. Vet Immunol Immunopathol. (2021) 233:110192. doi: 10.1016/j.vetimm.2021.110192, PMID: 33476924

[39] ChenSLuoSYanC. Gut microbiota implications for health and welfare in farm animals: a review. Animals. (2021) 12:93. doi: 10.3390/ani12010093, PMID: 35011199 PMC8749645

[40] YanCXiaoJLiZLiuHZhaoXLiuJ. Exogenous fecal microbial transplantation alters fearfulness, intestinal morphology, and gut microbiota in broilers. Front Vet Sci. (2021) 8:706987. doi: 10.3389/fvets.2021.706987, PMID: 34660756 PMC8517117

[41] XuYYuYShenYLiQLanJWuY. Effects of *Bacillus subtilis* and *Bacillus licheniformis* on growth performance, immunity, short chain fatty acid production, antioxidant capacity, and cecal microflora in broilers. Poult Sci. (2021) 100:101358. doi: 10.1016/j.psj.2021.101358, PMID: 34358955 PMC8350532

[42] QiuKLiCWangJQiGGaoJZhangH. Effects of dietary supplementation with *Bacillus subtilis*, as an alternative to antibiotics, on growth performance, serum immunity, and intestinal health in broiler chickens. Front Nutr. (2021) 8:786878. doi: 10.3389/fnut.2021.786878, PMID: 34917643 PMC8668418

How the deposited data were processed for this re-analysis (not part of the article)

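RNA from the lung, liver and ileum of 12 broilers, 3 in each of the Con, KC, MG and MG_KC groups, was measured in 36 libraries. The authors filtered reads with SOAPnuke 1.5.2, aligned them to the genome with HISAT2 2.0.4, mapped them to genes with Bowtie2 2.2.5 and quantified them with RSEM, and compared groups with DESeq2. The genome build and the annotation are not given in the sources used here. The FPKM values, made with RSEM by the authors and rounded to 2 decimals, are the deposited values that were used. They are already scaled to transcript length and to the mapped fragments of each library. The absolute depth per library is therefore unknown, and no counting error can be given. A relative depth, estimated from the FPKM of a single read, ran from 0.94 to 1.06 over the libraries. A count model had been planned. As the unit is FPKM, the test named beforehand for that case was used instead.

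In each tissue, genes with an FPKM of at least 1 in at least 3 of the 12 libraries were kept, and 1 was added before the log2 was taken. The 4 groups were fitted together with limma 3.58.1 (trend method) in R 4.3.3, so that they share an estimate of the spread. The comparisons were MG against Con, MG_KC against MG, KC against Con and the difference between the effect of KC1 in infected and in uninfected birds. MG_KC against Con was used to count the genes of the MG effect that still differed from Con in MG_KC birds. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 over the genes of the tissue, with no minimum change. A gene was said to have moved back when it was called in MG against Con and called in the opposite direction in MG_KC against MG. Both comparisons use the MG libraries, so the number was set beside 100 simulations without any effect and beside the number for independent comparisons. The effects in pairs of tissues were compared with limma with the bird as a block, since the labels give the 3 tissues of each bird the same number. The procedure was tested on simulated libraries with 200 genes changed by a known amount, in 10 rounds. The 200 genes were drawn from those well above the filter on low values, and the noise was independent for each gene. For MG against Con, between 4.86% and 5.75% of the calls were false.

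Gene lists were written by hand before the data were examined, 54 in all. Of these, 14 follow the names of the amino acid pathways in the paper and the others cover further processes and cell types, some of them chosen after the leading genes of the paper's tables had been seen. KEGG's own tables were not used here. Of the 1152 genes listed, 1064 were matched to a symbol in the data. The match used the listed name, another name written beside it, or the gene number of that name in a reference annotation. Further synonyms were not tried. The lists described in the text were chosen after their counts had been seen. Enrichment was tested with a one-sided Fisher's exact test over all genes tested in the tissue, adjusted over the 14 lists. It treats genes as independent. Direction was tested with camera, and the p-values printed use a correlation estimated from the residuals, not the preset one of 0.01.

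The genes named were fixed by a rule made before the data were examined. They are the 6 largest rises and 6 largest falls of a comparison among called genes with a symbol, a mean FPKM of at least 5 and groups that do not overlap, up to 4 members with the smallest p of each list described, and the 3 genes with the smallest q in each of the paper's tables of changed genes, whose values in those tables had been seen. For the other comparisons the rule names the 3 largest rises and falls and up to 3 members of each list described.

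Alternatives set before the data were examined were no filter on low values, a filter at an FPKM of 5, 0.1 in place of 1 before the log2, the replicate number as a block, the 2 groups alone, each library left out in turn, a narrower background and shorter lists for the enrichment, and the tissues compared without the bird as a block. Median-ratio scaling, TPM and library quality weights were added after the data had been seen. Each result was also set beside other splits of the same birds, all 10 for 3 birds against 3 and 100 drawn at random where all 4 groups enter. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The serum metabolites and the growth of the birds were not analysed here.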

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

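The tests of the 200 most abundant genes, of the clock genes and of the fasting genes, and the settings of median-ratio scaling, TPM and library quality weights, were chosen only after the results had been seen.

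The KC group without infection was sequenced, but the paper reports no comparison of gene expression between KC and Con. In the liver 1599 genes differed between KC and Con, 828 higher and 771 lower (limma, 3381 at an unadjusted p under 0.05). With median-ratio scaling it was 2234, 940 higher and 1294 lower. The count was 724 without Con replicate 3, 479 higher and 245 lower, and 771, 912 and 966 without KC replicate 1, 2 or 3. Of 10 splits of these 6 birds into 3 and 3, the real one was the 1 with the most genes, and the highest of the others gave 1. In the lung 21 genes differed, 18 higher and 3 lower (2072 at an unadjusted p under 0.05), with 24 higher and 8 lower under median-ratio scaling and 8 higher and 0 lower under TPM. The lung count was 77 without Con replicate 1, 10 without Con replicate 3, 2 without KC replicate 2, 3 without KC replicate 3 and 0 without Con replicate 2 or KC replicate 1 (limma, 1535 and 1517 at an unadjusted p under 0.05). The highest of the other splits gave 1 gene in the lung and 0 in the ileum. In the ileum 1 gene differed (1410 at an unadjusted p under 0.05), ZBTB32 (gene 419759), named after its values were seen. ZBTB32, a transcription factor gene, rose from 2.43 ± 0.341 to 10.1 ± 1.48 FPKM (SD, n = 3), a log2 change of 1.68 (SE 0.196, adjusted p = 0.0435). The count in the ileum was 0 without Con replicate 2 or 3 or KC replicate 1, 2 or 3 (limma, between 660 and 1486 at an unadjusted p under 0.05). With 10 splits no share can fall under 0.05.

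The effects of MG and of KC1 also differed between tissues of the same birds. Between lung and liver the MG effect differed for 1945 of 10668 genes (3619 at an unadjusted p under 0.05) and the effect of KC1 in infected birds for 2078 (3726 unadjusted). Without Con replicate 3, MG replicate 1 or MG replicate 3 the first count was 1099, 958 and 1135, and without MG replicate 1, 2 or 3 the second was 1356, 1169 and 1089. Between lung and ileum these effects differed for 997 (3394 unadjusted) and 7 (1486 unadjusted) of 11776 genes. The count of 997 was 2244, 28 and 74 without Con replicate 1, 2 or 3 and 42, 91 and 497 without MG replicate 1, 2 or 3. The count of 7 was 0 without MG replicate 1, 2 or 3 or MG_KC replicate 2, and 22 without MG_KC replicate 3. Between liver and ileum the counts were 1911 (3653 unadjusted) and 702 (2792 unadjusted) of 10689 genes. The count of 1911 was 1204 and 764 without Con replicate 2 or 3 and 982 and 1057 without MG replicate 1 or 2. The count of 702 was 88, 194 and 217 without MG replicate 1, 2 or 3 and 201 and 328 without MG_KC replicate 1 or 2. The real split gave the most genes of 10 splits in each of these 6 tests, and the highest of the others gave 0 and 1 for lung and liver, 24 and 1 for lung and ileum and 0 and 0 for liver and ileum. Those splits are too few for a share under 0.05. Of the genes called for MG in both tissues, 512 had the same and 62 the opposite direction in lung and liver, 722 and 46 in lung and ileum, and 1329 and 123 in liver and ileum.

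In the liver 2734 genes were lower and 430 higher in MG than in Con. The 200 most abundant genes took 64.2 ± 2.43% of the FPKM sum in Con and 66.5 ± 0.96% in MG, a rise of 2.31 points (SE 1.51). With a constant FPKM sum the median change of -0.25 would need a rise of 5.69. That sum was 889000 in Con and 851000 in MG. These are shares of length-scaled values and not of sequenced fragments, so they cannot decide whether a few abundant genes took more fragments. With median-ratio scaling 47.5% of the called genes were higher, but this scaling centres the median and so fixes that outcome. A few abundant genes, a difference in scaling between the libraries and a broad fall of liver RNA with infection all stay open, since the data hold no outside standard.

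Clock genes differed between MG and Con in every tissue. ARNTL had log2 changes of -0.65, -2.98 and -1.68 in lung, liver and ileum, NR1D2 of 1.2, 1.66 and 1.52, and NPAS2 of -0.81 (adjusted p = 0.133), -2.46 and -1.99, and PER2 was higher in all 3. Of 18 clock genes, 13 had one direction in the 3 tissues, 9 higher and 4 lower, and the fasting genes had a median above 0 in each tissue (lowest 0.298), so neither a different hour of sampling nor a different feeding state is argued against. In the liver of KC birds, too, NPAS2 was lower by 2.03 and NR1D2 higher by 2.27 than in Con. The paper gives constant light and dark periods and free access to feed but no hour of sampling, so hour, feeding state and an effect of MG on the clock may each contribute and all stay open.

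In the ileum of MG birds the markers of smooth muscle and fibroblasts and the genes of cell division were lower. Without Con replicate 3 the median of the smooth muscle markers was -1.28 (SE 0.394) in place of -1.53, with 7 of 12 lower, which argues against that one control library as the whole cause. With the smooth muscle level as a covariate the median of the cell division genes was -0.922 (SD 0.374 over genes, SE 0.415) in place of -1.34 (SD 0.373), none of them was called and 16 genes were called in all (limma). The covariate follows the Con group (correlation 0.667), and the SE of the mean change of these genes was 0.255 without it and 0.415 with it. A smaller share of the muscle layer in the MG samples stays open, beside a fall in cell division with MG.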

How the results depend on the processing

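Library quality weights, median-ratio scaling and TPM were chosen only after the data had been seen. The planned edgeR and DESeq2 fits, voom with weights, RLE factors and the filter at 10 CPM were not run, since they need counts. Of 390 counts of genes or lists under an alternative, 218 stayed within 1.5 times the reported value. Of 5240 values of named genes, 4671 kept their direction and their side of the threshold, 522 no longer passed, 47 passed anew and none reversed. Of 1196 list values, 1128 were the same, 24 weaker, 23 stronger, 16 moved and 5 reversed. Numbers below run in the order MG against Con, MG_KC against MG, KC against Con, dependence on MG and moved back, as far as they moved, and the cause was not tested unless stated.

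With no filter, which adds genes to the correction, the lung gave 38 genes for MG_KC against MG, 10 for KC against Con, 69 dependent on MG and 33 moved back. The liver gave 9 enriched lists for MG_KC against MG and 432 dependent genes, and the median of alanine, aspartate and glutamate metabolism reversed to 0.0377. The ileum gave 0 for MG_KC against MG (limma, 2501 at an unadjusted p under 0.05), 0 for KC against Con (1669) and 0 moved back. At an FPKM of at least 5, which tests fewer genes, the liver gave 1777 genes and 8 lists for MG_KC against MG and 653 moved back, and the ileum 0 for KC against Con (1256 unadjusted) and 4 dependent. With 0.1 added the liver gave 4 lists for MG against Con and the ileum 0 genes for KC against Con (1369 unadjusted).

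With the replicate number as a block, the lung gave 35 genes and 1 list for MG_KC against MG, 2 genes for KC against Con and 29 moved back, the liver 1 list for MG against Con and 11 for MG_KC against MG, and the ileum 0 genes for KC against Con (1808 unadjusted) and 2 dependent. Under this block 25 named genes and 0 lists no longer passed. Libraries that share a number had correlations between -0.505 and 0.438 after group means were removed, above 0.1 for every pair in none of 9 comparisons. All 6 libraries matched their own number best only in MG_KC against MG in the ileum, a hint that comes from the data and not from the design.

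With library quality weights the lung gave 2547 genes and 2 lists for MG against Con, 269 genes and 1 list for MG_KC against MG, 159 for KC against Con, 559 dependent and 187 moved back, the liver 9 lists for MG_KC against MG, and the ileum 202, 8 for KC against Con, 405 dependent and 162 moved back. With median-ratio scaling the lung gave 1 list for MG against Con and 32 genes for KC against Con, the liver 8 and 12 lists, and the ileum 0 genes for MG_KC against MG (2102 unadjusted), 2 for KC against Con and 0 moved back. In the liver this scaling moved the median of all genes of MG against Con from -0.25 to 0.000334. The medians of amino acid biosynthesis and of cysteine and methionine metabolism crossed 0. Relative to all genes they were 0.143 and 0.145 before and 0.195 and 0.19 after. With TPM the lung gave 8 for KC against Con, 168 dependent and 125 moved back, and the liver 0 lists for MG_KC against MG. The effect of KC1 in infected birds then differed for 3272 genes between lung and liver and 76 between lung and ileum, and for 17 of the latter pair without the bird as a block.

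Fitted as 2 groups alone, which leaves fewer samples for the spread, the lung gave 194, 1, 9 for KC against Con and 0 moved back, the liver 0 lists for MG_KC against MG, and the ileum 2350, 0 (1998 unadjusted), 0 for KC against Con (1144) and 0 moved back. Against the listed genes alone the liver gave 1 and 0 lists, and without genes in 4 or more lists 7 and 0.

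Leaving out 1 library leaves fewer samples. In the lung the counts ran from 367 to 1969, 0 to 168, 0 to 77, 0 to 138 dependent and 0 to 88 moved back, with 0 to 2 and 0 to 1 lists. In the liver they ran from 1956 to 2996, 1535 to 2908, 724 to 1311, 233 to 920 and 434 to 1041, with 1 to 3 and 0 to 13 lists. In the ileum they ran from 1851 to 4423, 0 to 246, 0 to 1, 0 to 69 and 0 to 164, with 0 and 0 to 1 lists. Differences between tissues ran from 958 to 1917 and 1089 to 1534 for lung and liver, 28 to 2244 and 0 to 22 for lung and ileum, and 764 to 2275 and 88 to 525 for liver and ileum. The median of cysteine and methionine metabolism in the liver of MG birds ran from -0.164 to 0.0132, reversed without Con replicate 3, and that of the amino acid transporters in the ileum from -0.0682, reversed without MG replicate 2, to 0.108. Absolute depth is unknown from FPKM. In simulated libraries limma recovered 32.8%, 19.9% and 27.9% of genes given a log2 change of 0.5 in lung, liver and ileum, with genes of low FPKM left out.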

Differences from the paper's values

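The comparison with median-ratio scaling, TPM and library quality weights was chosen only after the values had been seen, and all other alternatives named here were set before the data were examined. The paper calls genes at a q under 0.05, as here, with DESeq2 on counts in place of limma on FPKM. For KEGG pathways its methods state no threshold.

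For MG_KC against MG in the lung the paper counts 458 genes, 129 higher and 329 lower by its table, and 107 were called here, 23 higher and 84 lower. Under these alternatives the count was 38 with no filter, 124 at an FPKM of 5, 81 with 0.1 added, 35 with the replicate number as a block, 1 with the 2 groups alone and between 0 and 168 without 1 library. All differ from the paper's by more than 1.5 times. Without MG_KC replicate 3 the 87 higher genes come within 1.5 times of the paper's 129, and the 81 lower genes do not. Library quality weights gave 269 genes, of which the 112 higher come within 1.5 times of the paper's and the 157 lower do not. No other alternative brought the higher or the lower genes within that range. For MG_KC against MG in the ileum the paper counts 579 genes and 39 were called here, with 0 and 31 under the 2 other filters, 33 with 0.1 added, 34 with the block, 0 with the 2 groups alone and between 0 and 246 without 1 library, all different from the paper's total. Without MG replicate 2 the 222 higher genes come within 1.5 times of the 264 higher in the paper's table, and the 24 lower genes do not reach its 314. The number of genes at an unadjusted p under 0.05 was 2187 in the lung and 2268 in the ileum (limma).

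In the lung the paper finds 12 amino acid pathways enriched for MG against Con and 5 for MG_KC against MG, and here 0 and 0 of 14 lists were enriched (Fisher's exact test, 1 and 0 at an unadjusted p under 0.05). The lists here were written by hand, so their members differ from KEGG's. Under the alternatives the number reached 2 without Con replicate 1 and 1 without MG replicate 1 for the first, 1 with the block and 1 without MG_KC replicate 3 for the second, and 0 under the others set before the data were examined. Library quality weights gave 2 and 1 and median-ratio scaling 1 and 0, and all of these differ from the paper's. The lung genes that the paper's tables call were enriched in 1 and 0 of these lists, with 14 genes of cysteine and methionine metabolism for MG against Con where 4.73 were expected (adjusted p = 0.00156). In the liver the paper finds 14 and 14 pathways, and 2 and 5 lists were enriched here (5 and 7 at an unadjusted p under 0.05). For MG against Con the alternatives gave 3 with no filter, 2 at an FPKM of 5, 4 with 0.1 added, 1 with the block, 2 with the 2 groups alone, 1 against the listed genes alone, 7 without genes in 4 or more lists and 1 to 3 without 1 library, all different from the paper's. For MG_KC against MG, 11 with the block and 13 without MG_KC replicate 3 come within 1.5 times of the paper's 14. The others, from 0 to 9, do not. Median-ratio scaling, chosen after the values were seen, gave 8 for MG against Con and 12 for MG_KC against MG, of which 12 comes within 1.5 times of the paper's 14, and it called 1605 of the 1913 genes that it tested from the copy of the paper's table at hand, which holds 1999 genes and not all that the paper counts. In the ileum the paper finds 14 and 9 pathways and 0 and 0 lists were enriched here (1 and 1 at an unadjusted p under 0.05), with 1 for MG_KC against MG without MG_KC replicate 3 and 0 under each of the others, all different from the paper's. The lists that held at least 1 called gene, a looser measure, numbered 13 and 2 in the lung, 14 and 14 in the liver and 14 and 3 in the ileum. That equals the paper's 14 in 3 of these comparisons and comes within 1.5 times of its 12 for MG against Con in the lung. For MG_KC against MG it stays below the paper's 5 in the lung and 9 in the ileum. Where a large share of all genes is called, almost any list holds a called gene, so equal counts there say little.

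The paper's tables give log2 changes, set here beside log2 ratios of mean FPKM for the 3 genes with the smallest q of each table. A value is said to differ when its sign is opposite or its distance from the paper's value exceeds a spread. That spread comes from the SD of the FPKM of the birds in the 2 groups. PRLHRL in the lung for MG against Con stands at 1.81208 in the paper's table and at 2.17 here, from 2.1 to 2.28 without 1 library, 2.21 with median-ratio scaling and 2.36 with TPM, all different from the paper's. KAZALD1, at -1.89421 in the paper's table, differs with TPM alone, at -1.7. In the liver for MG_KC against MG, MARCO is 1.783495476 in the paper's table and 2.11 here, LGALS3 1.670251204 and 2, and C1QA 1.32779233 and 1.65. Without 1 library these values ran from 2.03 to 2.22, 1.95 to 2.07 and 1.59 to 1.71 and all differ from the paper's. Median-ratio scaling, chosen after the values were seen, gave 1.79, 1.69 and 1.34, which lie within that spread from the paper's values, and TPM gave 2.15, 2.04 and 1.69, which differ. The filters, the value added before the logarithm, the block, the weights and the fit of 2 groups alone do not alter a ratio of means.

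The paper lists CA3B in the lung and ABCA13 and NEDD9 in the ileum as different between MG_KC and MG, and here their adjusted p was 0.099, 0.0847 and 0.093, each lower in MG_KC. With the 2 groups alone CA3B passed (adjusted p = 0.037, and 0.0803 to 0.276 under its other alternatives). With library quality weights, chosen after the values were seen, NEDD9 passed (adjusted p = 0.0332, and 0.055 to 0.329 under its other alternatives). ABCA13 passed under none, with an adjusted p from 0.0507 to 0.266. The paper finds the pathways of cysteine and methionine, of arginine and proline, of branched-chain amino acids and of alanine, aspartate and glutamate enriched in both lung comparisons, while here each of them held at most 1 called gene for MG_KC against MG.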

Other observations

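The lists described in this part were chosen after their counts had been seen, and median-ratio scaling and TPM were added after the data had been seen.

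PCK1 and UPP2, which rose in the liver with MG infection, were also higher in the liver of uninfected birds that ate KC1. PCK1 (gene 396458), the gluconeogenic enzyme gene, rose from 11.5 ± 8.26 FPKM in Con to 759 ± 123 FPKM in KC (SD, n = 3), a log2 change of 6.22 (SE 0.777, adjusted p = 0.000678 from limma). UPP2 rose from 3.43 ± 3.17 to 91.5 ± 56.1 FPKM and CCK, which encodes cholecystokinin, from 0.59 ± 0.252 to 31.1 ± 15.4 FPKM. HKDC1, a hexokinase gene, fell from 45.2 ± 28.5 to 2.45 ± 2.12 FPKM, ACSBG2 from 252 ± 77.7 to 20.4 ± 6.75 FPKM and G0S2 from 570 ± 325 to 73 ± 61.2 FPKM. Of 22 genes of fasting and gluconeogenesis, 12 were higher, none was lower and 10 did not pass the test (15 higher when adjusted over the list alone, adjusted p = 0.231 with an estimated correlation). CPT1A, which carries fatty acids into mitochondria, rose from 7.83 ± 4.97 to 81.5 ± 9.97 FPKM. Of 20 glucocorticoid response genes, 9 were higher and 11 did not pass the test (12 higher when adjusted over the list alone, adjusted p = 0.231 with an estimated correlation), with FKBP5 at 635 ± 203 FPKM in KC and 143 ± 29 FPKM in Con. Of 12 genes of purine synthesis and uric acid formation, 6 were higher and 6 did not pass the test (7 higher and 1 lower when adjusted over the list alone, adjusted p = 0.468 with an estimated correlation). XDH rose from 75.1 ± 13.9 to 381 ± 9.79 FPKM and ATIC from 1020 ± 279 to 2580 ± 531 FPKM.

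Among the 54 genes of amino acid biosynthesis in the liver of KC birds, 14 were higher, 7 lower and 33 did not pass the test (17 higher and 10 lower when adjusted over the list alone, adjusted p = 0.767 with an estimated correlation), with a median change relative to all genes of 0.0351, and of 0.028 with median-ratio scaling. That list held 21 called genes where 7.77 were expected (adjusted p = 0.000112, Fisher's exact test) and was the 1 enriched list of the 14. PSAT1 rose from 176 ± 91.9 to 968 ± 301 FPKM and GPT2 from 33.3 ± 4.99 to 122 ± 17.9 FPKM. Over the 14 lists together, 47 of 241 genes differed, 32 higher and 15 lower, which is 19.5% against 14.3% of the other genes (one-sided Fisher's exact test, p = 0.0168). The 19 aminoacyl-tRNA synthetase genes included 7 that were lower and 12 that did not pass the test (15 lower when adjusted over the list alone, adjusted p = 0.341 with an estimated correlation), and 13 were lower with median-ratio scaling. AARS fell from 150 ± 1.08 to 82.8 ± 9.65 FPKM. Of 62 genes of cell division, 19 were lower and 43 did not pass the test (35 lower when adjusted over the list alone, adjusted p = 0.481 with an estimated correlation), with BUB1 at 2.94 ± 0.847 FPKM in KC and 15.4 ± 3.92 FPKM in Con. Macrophage markers numbered 17, of which 10 were higher and 7 did not pass the test (13 higher when adjusted over the list alone, adjusted p = 0.429 with an estimated correlation). MARCO rose from 92.2 ± 32.4 to 178 ± 14.9 FPKM and CSF1R from 21.2 ± 4.67 to 46.3 ± 3.83 FPKM. Red blood cell markers numbered 13, of which 10 were higher and 3 did not pass the test (13 higher when adjusted over the list alone, adjusted p = 0.341 with an estimated correlation), with SLC4A1 at 33.6 ± 13.9 FPKM in KC and 6.44 ± 0.866 FPKM in Con.

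In the lung of KC birds, FKBP5 rose from 112 ± 23.4 to 522 ± 128 FPKM (log2 change 2.21, SE 0.266, adjusted p = 0.0227 from limma), GLUL from 23.4 ± 4.19 to 107 ± 7.31 FPKM and TULP1 from 0.773 ± 0.519 to 9.94 ± 5.75 FPKM. The 3 genes that fell were NHP2, from 84.7 ± 6.17 to 49.5 ± 6.61 FPKM, INSIG1, from 54 ± 5.53 to 32.1 ± 2.43 FPKM, and C5H14orf1, from 117 ± 10.1 to 71 ± 7.21 FPKM, the last named after its values were seen. Of 19 glucocorticoid response genes, 2 were higher and 17 did not pass the test (4 higher when adjusted over the list alone, adjusted p = 0.00998 with an estimated correlation), and 2 were higher and none lower with median-ratio scaling and with TPM. The cell division genes, whose median was below 0 in MG against Con in all 3 tissues, had a median of 0.0498 in KC against Con in the lung, -0.934 in the liver and -0.289 in the ileum.

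Some further lists passed with an estimated correlation, and scaling was not varied for this test of direction. Called genes were counted under other scalings in the liver. For MG_KC against MG, tyrosine metabolism had 13 called genes with median-ratio scaling and 7 with TPM. Phenylalanine metabolism had 9 and 4, and histidine metabolism 7 and 4. In the liver for MG against Con, histidine metabolism had 3 higher, 2 lower and 13 not passing of 18 genes (4 higher and 2 lower over the list alone, adjusted p = 0.0452), phenylalanine, tyrosine and tryptophan biosynthesis 2 higher and 3 not passing of 5 (2 higher over the list alone, adjusted p = 0.0452) and the glucocorticoid response 6 higher, 1 lower and 13 not passing of 20 (9 higher and 1 lower over the list alone, adjusted p = 0.0353). For MG_KC against MG, tyrosine metabolism had 1 higher, 7 lower and 11 not passing of 19 (2 higher and 8 lower over the list alone, adjusted p = 0.0316), phenylalanine metabolism 1 higher, 4 lower and 7 not passing of 12 (1 higher and 5 lower over the list alone, adjusted p = 0.0363) and histidine metabolism 1 higher, 4 lower and 13 not passing of 18 (1 higher and 6 lower over the list alone, adjusted p = 0.0206). Where the effect of KC1 was tested for dependence on infection, the glucocorticoid response had 2 lower and 17 not passing of 19 in the lung (9 lower over the list alone, adjusted p = 0.00462) and 5 lower and 15 not passing of 20 in the liver (2 higher and 11 lower over the list alone, adjusted p = 0.026). In the same liver test, tryptophan metabolism had 6 lower and 26 not passing of 32 (1 higher and 15 lower over the list alone, adjusted p = 0.0192), branched-chain amino acid degradation 9 lower and 30 not passing of 39 (2 higher and 14 lower over the list alone, adjusted p = 0.0432) and arginine biosynthesis 3 lower and 8 not passing of 11 (2 higher and 4 lower over the list alone, adjusted p = 0.0403). Tyrosine metabolism had 5 lower and 14 not passing of 19 (1 higher and 6 lower over the list alone, adjusted p = 0.0192), phenylalanine metabolism 3 lower and 9 not passing of 12 (1 higher and 4 lower over the list alone, adjusted p = 0.0192), histidine metabolism 1 higher, 2 lower and 15 not passing of 18 (1 higher and 4 lower over the list alone, adjusted p = 0.00905) and phenylalanine, tyrosine and tryptophan biosynthesis 2 lower and 3 not passing of 5 (1 higher and 3 lower over the list alone, adjusted p = 0.0192).

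Other splits of the same birds were fitted in the same way. For 3 birds against 3 there are 10 splits, too few for a share under 0.05. The real split and the highest of the others gave 1583 and 449 genes for MG against Con in the lung, 3164 and 0 in the liver and 3898 and 0 in the ileum, and 107 and 10, 2867 and 1, and 39 and 0 for MG_KC against MG. Enriched lists numbered 2 and 0 for MG against Con and 5 and 0 for MG_KC against MG in the liver, and in the lung and the ileum all 10 splits gave 0 lists in both comparisons. For genes whose KC1 effect depended on MG and for genes that moved back, 100 splits were drawn. These splits also break up the effect of MG, which then enters the spread, so they do not test the part of KC1 alone, and whether chance can be excluded for these counts stays open. In libraries simulated gene by gene, with no effect of MG either, at most 1 gene moved back in each tissue, which leaves the same question open. The real split and the highest of the others gave 104 and 2 dependent genes in the lung and 874 and 68 in the liver, and 82 and 8 and 1034 and 175 genes that moved back, each with 1 of 100 splits as large, the real one. For the 0 dependent genes of the ileum (limma, 2527 at an unadjusted p under 0.05) all 100 splits give as many by construction, and the highest gave 4. In the ileum 2 of 100 splits gave at least the 34 genes that moved back, and the other of the 2 gave 162. That split placed 2 Con libraries in one group and 2 MG libraries in another, so part of the real difference between MG and Con remains in it, and no structure beside the 4 groups was tested.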
